# NUDT7 regulates total hepatic CoA levels and the composition of the intestinal bile acid pool in male mice fed a Western diet

**DOI:** 10.1016/j.jbc.2022.102745

**Published:** 2022-11-24

**Authors:** Schuyler D. Vickers, Stephanie A. Shumar, Dominique C. Saporito, Amina Kunovac, Quincy A. Hathaway, Breeanna Mintmier, Judy A. King, Rachel D. King, Vazhaikkurichi M. Rajendran, Aniello M. Infante, John M. Hollander, Roberta Leonardi

**Keywords:** Nudix hydrolases, peroxisomes, cholesterol, bile acids, dicarboxylic fatty acids, BAAT, bile acid-CoA:amino acid N-acyltransferase, BSH, bile salt hydrolase, CA, cholic acid, CD, control diet, CDCA, chenodeoxycholic acid, CRC, colorectal cancer, DCA, deoxycholic acid, DHCA, dihydroxycholestanoic acid, EP, entrance potential, ER, endoplasmic reticulum, FIT, fat-inducible transcript, HDCA, hyodeoxycholic acid, LCA, lithocholic acid, MCA, muricholic acid, MCD, medium-chain dicarboxylic, TCA, taurocholic acid, TCDCA, taurochenodeoxyholic acid, TDCA, taurodeoxycholic acid, THCA, trihydroxycholestanoic acid, THDCA, taurohyodeoxycholic acid, TLCA, taurolithocholic acid, TMCA, tauromuricholic acid, TUDCA, tauroursodeoxycholic acid, UDCA, ursodeoxycholic acid, WD, Western diet

## Abstract

Nudix hydrolase 7 (NUDT7) is an enzyme that hydrolyzes CoA species, is highly expressed in the liver, and resides in the peroxisomes. Peroxisomes are organelles where the preferential oxidation of dicarboxylic fatty acids occurs and where the hepatic synthesis of the primary bile acids cholic acid and chenodeoxycholic acid is completed. We previously showed that liver-specific overexpression of NUDT7 affects peroxisomal lipid metabolism but does not prevent the increase in total liver CoA levels that occurs during fasting. We generated *Nudt7*^*-/-*^ mice to further characterize the role that peroxisomal (acyl-)CoA degradation plays in the modulation of the size and composition of the acyl-CoA pool and in the regulation of hepatic lipid metabolism. Here, we show that deletion of *Nudt7* alters the composition of the hepatic acyl-CoA pool in mice fed a low-fat diet, but only in males fed a Western diet does the lack of NUDT7 activity increase total liver CoA levels. This effect is driven by the male-specific accumulation of medium-chain dicarboxylic acyl-CoAs, which are produced from the β-oxidation of dicarboxylic fatty acids. We also show that, under conditions of elevated synthesis of chenodeoxycholic acid derivatives, *Nudt7* deletion promotes the production of tauromuricholic acid, decreasing the hydrophobicity index of the intestinal bile acid pool and increasing fecal cholesterol excretion in male mice. These findings reveal that NUDT7-mediated hydrolysis of acyl-CoA pathway intermediates in liver peroxisomes contributes to the regulation of dicarboxylic fatty acid metabolism and the composition of the bile acid pool.

The liver plays a key role in the regulation of whole-body energy metabolism, responding to changes in nutrient availability by taking up circulating glucose and fatty acids for use or storage when they are abundant and by synthesizing and releasing glucose and ketone bodies into the bloodstream during a fast (1, 2). The ability to take up cholesterol from multiple lipoproteins, synthesize this lipid *de novo*, and convert it to cholesteryl esters and bile acids also makes the liver a primary site for the regulation of cholesterol homeostasis (3, 4, 5). Many vital and unique liver functions, including the *de novo* synthesis of glucose, ketone bodies, and bile acids, rely on the availability of CoA. CoA is an essential cofactor that activates a variety of carboxylic acid substrates, thereby allowing them to participate in hundreds of metabolic reactions and in the posttranslational modification of histones and other proteins (6, 7, 8, 9, 10). These processes occur in multiple subcellular compartments, with dedicated pools of CoA and CoA thioesters found in the cytosol, mitochondria, peroxisomes, endoplasmic reticulum (ER), and nucleus (11, 12, 13, 14, 15).

The ability of the liver to switch between fuel sources and maintain whole-body glucose homeostasis in response to fluctuations in the metabolic state is tightly linked to the dynamic regulation of the concentration of total CoA (unacylated CoA plus acyl-CoAs) (16, 17, 18). Activation of the hepatic CoA biosynthetic pathway drives the increase in total CoA that is observed in this organ in the fasted state (17, 19). Conversely, the decrease in total CoA levels that occurs upon refeeding requires degradation of the CoA and acyl-CoAs accumulated during the fast. Degradation of CoA species to 3′,5′-ADP and (acyl-)phosphopantetheine is catalyzed by three specific Nudix hydrolases, NUDT7, NUDT8, and NUDT19 (20). NUDT7 and NUDT19 are both peroxisomal enzymes, whose expression is almost completely restricted to the liver and kidneys, respectively (21, 22, 23, 24). Hepatic NUDT7 levels respond to changes in the nutritional state and are highest in the fed state, when the total CoA content of the liver decreases (18, 24). NUDT8 localizes to the mitochondria, has a unique dependence on Mn^2+^ for activity, and exhibits a broader tissue distribution in the liver, kidneys, heart, and brown adipose tissue, compared to NUDT7 and NUDT19 (25). In addition to these Nudix hydrolases, the broadly expressed, ER-resident, fat-inducible transcript (FIT) protein, FIT2, has been recently shown to possess acyl-CoA diphosphohydrolase activity towards unsaturated long-chain acyl-CoAs (26). The existence of (acyl-)CoA-degrading enzymes in multiple subcellular compartments suggests that these enzymes could work to locally modulate the size and composition of subcellular (acyl-)CoA pools. This function could not only contribute to the regulation of total CoA levels but also control the specific (acyl-)CoA-dependent processes that occur in each subcellular compartment.

Peroxisomes are essential organelles for lipid metabolism. They are indispensable for the synthesis of plasmalogens and are the exclusive site for the oxidation of branched-chain and very long-chain fatty acids (27, 28, 29). The oxidation of medium-chain dicarboxylic (MCD) and long-chain dicarboxylic fatty acids, which is stimulated under conditions that increase fatty acid supply, including fasting and diabetes (30, 31), takes place preferentially in the peroxisomes (32, 33, 34). These organelles are also where the last, CoA-dependent steps in the bile acid biosynthetic pathway occur (35). Bile acids are amphipathic compounds that aid in the intestinal absorption of dietary lipids and act as signaling molecules; they bind to multiple receptors to regulate their own biosynthesis and a variety of other processes including glucose and lipid metabolism (36, 37, 38, 39). The major pathway for the synthesis of bile acids, the classic pathway, starts with the hydroxylation of cholesterol to 7α-hydroxycholesterol, catalyzed by the first and rate-limiting enzyme, cholesterol 7α-hydroxylase (CYP7A1) (40, 41). A major branch of this pathway then proceeds to the formation of 3α,7α-dihydroxycholestanoic acid (DHCA), the precursor of chenodeoxycholic acid (CDCA). The other branch of the pathway generates 3α,7α,12α-trihydroxycholestanoic acid (THCA), the precursor of cholic acid (CA). The production of THCA requires sterol 12-alpha-hydroxylase (CYP8B1), an enzyme that adds a hydroxyl group to carbon 12 of the steroid core (42, 43). This activity controls the ratio between CDCA and CA and the hydrophilic-hydrophobic balance of the bile acid pool, which, in turn, affects lipid absorption (44, 45). The alternative pathway for bile acid synthesis is initiated by the hydroxylation of the side chain of cholesterol by sterol 27-hydroxylase (CYP27A1), followed by 7α-hydroxylation by oxysterol 7α-hydroxylase (CYP7B1), and predominantly produces DHCA (46, 47). Following activation of DHCA and THCA to their respective CoA thioesters, these bile acid precursors enter the peroxisomes where they undergo side chain β-oxidation to yield CA-CoA and CDCA-CoA, respectively. These acyl-CoAs can then be hydrolyzed to CA and CDCA or used as substrates by the enzyme bile acid-CoA:amino acid N-acyltransferase (BAAT). BAAT allows for the formation of bile acids conjugated to glycine or taurine, with mice forming predominantly taurinated bile acids (48). Within liver peroxisomes, the CoA-bound bile acid precursors could also be degraded by NUDT7. Indeed, recombinant NUDT7 can readily hydrolyze a variety of CoA species, including THCA-CoA and CA-CoA (23, 24) and, when overexpressed in the liver, NUDT7 decreases the hepatic concentration of CA-CoA and both CA- and CDCA-derived primary and secondary bile acids (49). In fasted mice, exogenously expressed NUDT7 also diminishes the rate of peroxisomal fatty acid oxidation, suggesting a role for this enzyme in the regulation of peroxisomal lipid metabolism in the liver. Interestingly, increasing peroxisomal (acyl-)CoA degradation is not sufficient to prevent the fasting-induced elevation of total hepatic CoA levels, and it is presently unknown whether NUDT7 activity contributes to the net decrease in total CoA that occurs in the liver of fed mice.

*Nudt7*^*-/-*^ mice have been recently generated (50, 51). These mice exhibit compromised cartilage integrity and the propensity to develop more colonic polyps, but the effect of *Nudt7* deletion on (acyl-)CoA levels and global hepatic metabolism has yet to be characterized. Here, we show that, depending on the diet, NUDT7 activity regulates not only the size and composition of the hepatic acyl-CoA pool, but also the hydrophobicity index of the intestinal bile acid pool and fecal cholesterol excretion, in a gender-specific manner.

## Results

### NUDT7 contributes to the regulation of the acyl-CoA pool composition, but not total CoA levels, in the liver of mice fed a low-fat diet

We generated mice with a global deletion of the *Nudt7* gene using CRISPR/Cas9 genome editing (Fig. 1*A*). *Nudt7*^*-/-*^ mice showed complete loss of NUDT7 in the liver, where this protein is predominantly expressed, and also in the colon, small intestine, and brown adipose tissue, where NUDT7 levels are low but still detectable (Fig. 1*B*). Lack of hepatic NUDT7 led to a ∼80% decrease in the total CoA diphosphohydrolase activity detected in liver homogenates incubated with CoA and Mn^2+^, conditions that also support the activity of NUDT19 and NUDT8 (22, 25) (Fig. 1*C*). The dramatic decrease in the generation of the hydrolytic product 3′,5’-ADP in liver homogenates from the *Nudt7*^*-/-*^ mice supports the conclusion that NUDT7 is a major CoA-degrading enzyme in the liver. No compensatory increase in the hepatic expression of *Nudt8*, *Nudt19*, and *Fit2* was observed in response to *Nudt7* deletion in mice of either gender (Figs. 1, *D*, *E*, S2, *E*, and *H*). 

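The Nudt7 transcript was lower in Nudt7−/− (KO) than in WT livers in both sexes and on both diets, in RNA-seq of 4 mice per group. On the CD it stood at 486 ± 164 CPM (counts scaled to the library size, normalized by TMM, ± SD, n = 4) in WT males and 141 ± 89.7 in KO males. Females on the CD had 178 ± 46.7 in WT and 32.6 ± 11.0 in KO mice. On the WD it stood at 511 ± 105 CPM in WT males and 86.3 ± 50.3 in KO males. In females it stood at 130.5 ± 32.3 and 36.5 ± 17.8, where KO replicate 1 had 63.1 CPM. Every KO library lay below every WT library of the same sex and diet. Within a single sex and diet group chance separates KO from WT libraries, in either direction, for 2.86% of genes. The CPM of Nudt7 are sums over all its annotated transcripts, so they do not measure how much intact transcript was left. In the 16 KO libraries almost all counts were assigned to ENSMUST00000073521 and ENSMUST00000109109. ENSMUST00000066514 and ENSMUST00000147605 were at 0 in all 16. Nudt8, which encodes a mitochondrial CoA diphosphohydrolase, stood on the CD at 8.16 ± 1.71 CPM (SD, n = 4) in WT males and 6.62 ± 1.46 in KO males, of which replicate 2 had 8.79. In females it stood at 7.07 ± 0.743 and 6.20 ± 0.509. Nudt19, which encodes a second peroxisomal CoA diphosphohydrolase, stood at 39.6 ± 3.56 and 35.9 ± 4.58 CPM in males and at 39.8 ± 9.12 and 37.0 ± 6.61 in females. Fitm2, the gene of FIT2, an enzyme of the endoplasmic reticulum that acts in lipid droplet formation, stood at 36.3 ± 4.90 and 36.0 ± 4.35 CPM in males and at 38.3 ± 11.3 and 36.1 ± 7.80 in females. Of these 3 genes, none passed the quasi-likelihood test of edgeR on the CD. The log2 fold change of Nudt8 was −0.29 in males (standard error 0.19, adjusted p = 0.632) and −0.19 in females (0.14, 0.839). For Nudt19 it was −0.13 (0.11, 0.702) and −0.11 (0.18, 0.953), and for Fitm2 −0.00 (0.12, 0.999) and −0.09 (0.22, 0.967). The smallest unadjusted p of these 6 tests was 0.161, and DESeq2 with length offsets called none of them either. For Nudt7, the mean log2 fold change over the 4 sex and diet groups was −2.16 (standard error 0.22, adjusted p = 1.54e-06 from edgeR). In single comparisons edgeR called Nudt7 in females on the CD (−2.45, standard error 0.27, adjusted p = 0.0159). That call was lost without WT females CD replicates 1 (0.0714), 2 (0.122) and 3 (0.0781) and KO females CD replicates 1 (0.0512), 2 (0.0919) and 3 (0.138). It was also lost without the 3 CD libraries that held pancreatic transcripts (0.463). It did not call Nudt7 in males on the CD (−1.77, standard error 0.52, adjusted p = 0.495), males on the WD (−2.55, standard error 0.42, adjusted p = 0.317) or females on the WD (−1.84, standard error 0.35, adjusted p = 0.316), whereas DESeq2 with length offsets called it in all 4. Its log2 fold changes were larger, at −3.40 in males on the CD, −3.96 in males on the WD, −3.97 in females on the CD and −3.34 in females on the WD (adjusted p = 1.23e-06, 3.99e-14, 6.40e-46 and 5.11e-29). With length offsets edgeR gave −3.40, −3.96, −3.97 and −3.34 in the same order (adjusted p = 0.534, 0.0568, 0.000431 and 0.0520). In data simulated for KO against WT females on the CD, edgeR recovered 13.4% of the genes changed 1.5-fold and 55.2% of those changed 2-fold, and DESeq2 31.3% and 68.7%. Of those changed 4-fold edgeR recovered 92.4% and DESeq2 97.0%. Of their calls there 4.46% were false with edgeR and 19.6% with DESeq2. In this simulation DESeq2 was run without length offsets, so its shares do not cover the calls of DESeq2 with length offsets.

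**Figure D1:**
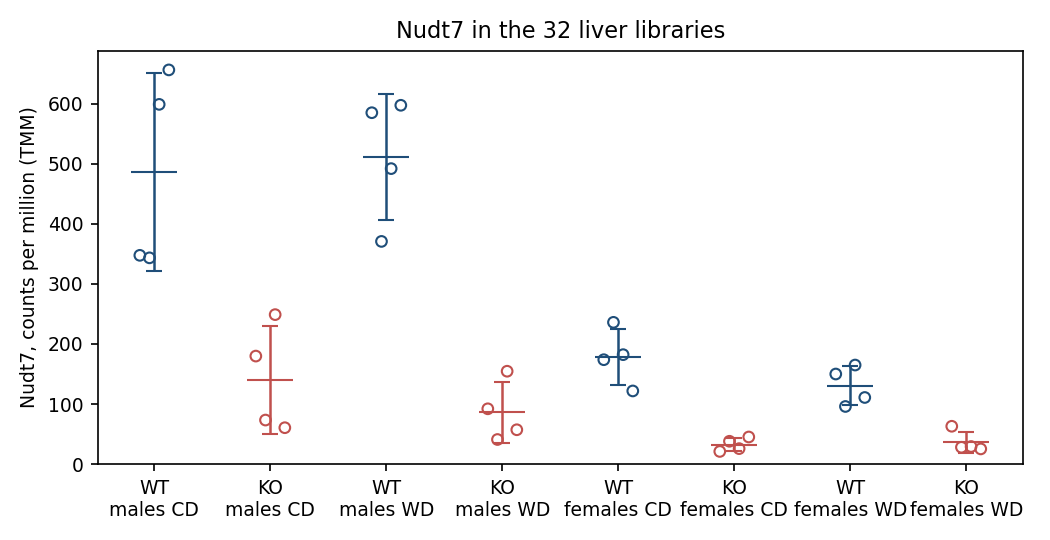
Nudt7 in the 32 liver libraries, in CPM (TMM) on the y axis against the sex and diet group on the x axis. Each point is 1 library, blue for WT and red for KO, horizontal lines are means and bars are SDs (n = 4). In each sex and diet group all KO points lie below all WT points, and WT means run from 130.5 CPM in females on the WD to 511 in males on the WD.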

The enzymatic assays and the gene expression analysis also suggested that hepatic NUDT7 levels might be lower in WT females than WT males, which was confirmed by Western blot analysis (Fig. S2, *A*–*D*). This difference was specific to NUDT7, as the concentration of catalase, a peroxisomal marker, was similar between genders. Male and female *Nudt7*^*-/-*^ mice fed a low-fat diet (control diet, CD) exhibited similar body weight, blood glucose, serum, and liver lipids, compared to control mice (Table 1). Additionally, deletion of *Nudt7* had no effect on total CoA levels in either males or females (Fig. 1, *F* and *G*), indicating that the decrease in the concentration of total CoA observed in the liver of *ad libitum* fed mice, compared to mice fasted for 24 h, was not driven by NUDT7.

**Figure 1:**
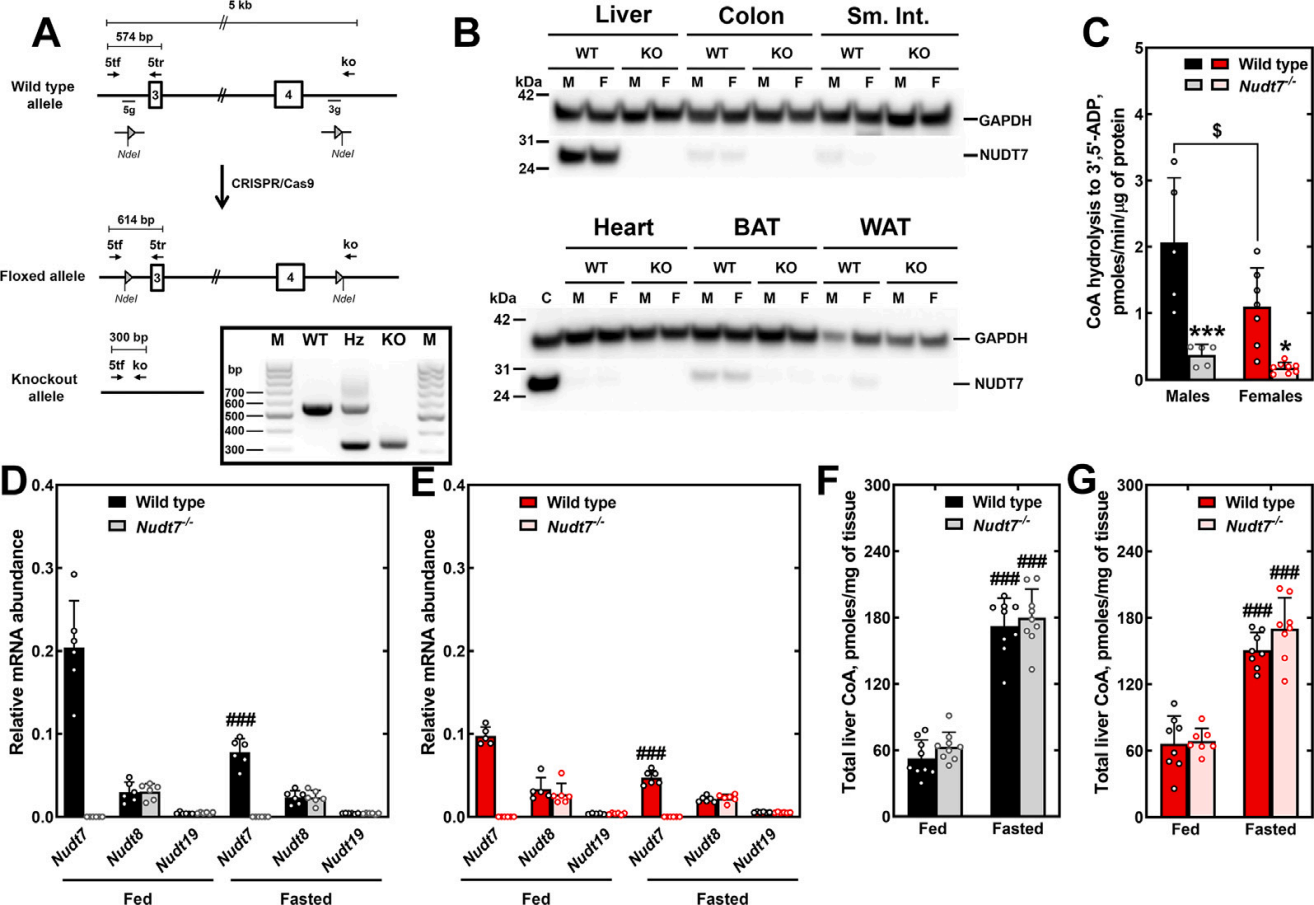
**Deletion of *Nudt7* reduces theliverCoA-degrading activitywithout affecting total CoA levels in mice fed the CD**. *A*, strategy for the generation of the *Nudt7*^*-/-*^ mice (see Experimental procedures). Rectangles represent exons 3 and 4, as numbered, and triangles represent LoxP sites. The position of primers used for genotyping (inset) is shown. M, marker; Hz, heterozygous. *B*, NUDT7 tissue distribution and confirmation of successful *Nudt7* deletion. M, male; F, female; Sm. Int., small intestine; BAT, brown adipose tissue; WAT, white adipose tissue. Liver homogenate from a WT mouse was used as a positive control, C. *C*, total CoA-degrading activity in liver homogenates. *D* and *E*, *Nudt7*, *Nudt8*, and *Nudt19* transcript levels in the livers of male (*D*) and female (*E*) mice in the fed and 24 h–fasted states. *F* and *G*, total liver CoA levels in fed and 24 h–fasted male (*F*) and female (*G*) mice. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Two-way ANOVA, $ *p* < 0.05 comparing males to females of the same genotype; ∗*p* < 0.05, ∗∗∗*p* < 0.001 comparing WT to KO mice of the same gender; ### *p* < 0.001 between mice of the same genotype in the fed *versus* fasted state. CD, control diet.

**Table 1:** Selected features of fed and 24h-fasted *Nudt7*^*-/*-^ (KO) and WT mice

Parameter	Genotype	Males		Females	
		CD	WD	CD	WD
Body weight, 16 weeks, g	WT	29.1 ± 2.9	32.0 ± 4.2^#^	21.4 ± 1.1	22.8 ± 1.9
	KO	27.1 ± 1.5	31.8 ± 1.5^##^	20.9 ± 2.4	22.7 ± 2.1
Blood glucose, mg/dl	WT	93 ± 14	104 ± 24	112 ± 12	99 ± 14
	KO	101 ± 12	104 ± 15	99 ± 18	92 ± 21
Blood glucose, fasted, mg/dl	WT	62 ± 11	68 ± 11	53 ± 7	52 ± 8
	KO	64 ± 10	67 ± 12	60 ± 13	51 ± 10
Serum Alanine Transaminase, U/l	WT	20 ± 11	25 ± 10	21 ± 6	28 ± 18
	KO	48 ± 35	38 ± 16	28 ± 7	18 ± 5
Serum TAG, mg/dl	WT	79 ± 30	50 ± 26^#^	49 ± 31	63 ± 18
	KO	55 ± 30	47 ± 22	59 ± 27	49 ± 12
Serum TAG, fasted, mg/dl	WT	54 ± 17	62 ± 9	38 ± 8	58 ± 10^#^
	KO	48 ± 19	59 ± 5	36 ± 10	50 ± 16
Serum cholesterol, mg/dl	WT	103 ± 29	170 ± 26^###^	78 ± 25	143 ± 32^###^
	KO	89 ± 35	157 ± 36^###^	87 ± 22	132 ± 15^###^
Serum cholesterol, fasted, mg/dl	WT	115 ± 23	139 ± 56	113 ± 26	123 ± 10
	KO	106 ± 12	144 ± 46	120 ± 64	113 ± 17
Serum C4, nM	WT	36 ± 24	120 ± 24^##^	69 ± 36	267 ± 117^###^
	KO	36 ± 17	122 ± 80^##^	58 ± 43	187 ± 38^##^
Liver weight, mg/g body weight	WT	41.6 ± 3.8	42.4 ± 2.4	44.5 ± 4.0	52.0 ± 4.0^##^
	KO	40.7 ± 1.3	45.7 ± 6.0	44.8 ± 4.4	48.2 ± 2.6
Liver TAG, mg/g of liver	WT	14.5 ± 10.0	79.2 ± 40.1^##^	20.6 ± 11.4	58.7 ± 31.5^###^
	KO	18.8 ± 3.9	80.5 ± 81.2^##^	18.7 ± 11.6	52.8 ± 29.2^##^
Liver cholesterol, mg/g liver	WT	0.65 ± 0.21	2.01 ± 1.35^#^	1.65 ± 0.28	3.86 ± 0.73^###^
	KO	0.69 ± 0.24	1.72 ± 1.57	1.16 ± 0.29	4.57 ± 0.75^###^

Values are expressed as the mean of 6 to 23 mice per condition ± SD. Two-way ANOVA, # *p* ≤ 0.05, ## *p* ≤ 0.01, and ### *p* ≤ 0.001 between mice of the same genotype-fed different diets. TAG, triacylglycerol, C4, 7α-hydroxy-4-cholesten-3-one.

Recombinant NUDT7 exhibits a broad substrate specificity, readily hydrolyzing a variety of CoA species, including short- and medium-chain acyl-CoAs (23, 24). We next determined whether deletion of *Nudt7* may have altered the composition of the hepatic acyl-CoA pool and, in particular, led to the accumulation of potential *in vivo* substrates of this enzyme (Figs. 2 and S1). In the fed state, both male and female *Nudt7*^*-/-*^ mice showed higher levels of hepatic decenoyl-CoA than control mice (Fig. 2, *A* and *D*). The liver of fed *Nudt7*^*-/-*^ males also exhibited a decrease in several short- and medium-chain acyl-CoAs. Following a 24 h fast, hepatic decenoyl-CoA remained significantly elevated in the liver of the *Nudt7*^*-/-*^ males, and sebacyl-CoA, a 10 carbon-long (C10) intermediate in the oxidation of dicarboxylic fatty acids, was also found to accumulate (Fig. 2*B*). Malonyl-CoA, whose concentration was significantly decreased in the liver of fasted mice overexpressing NUDT7 (49), was significantly elevated in the liver of both male and female *Nudt7*^*-/-*^ mice (Fig. 2, *B* and *E*), suggesting that NUDT7 activity contributes to the regulation of hepatic malonyl-CoA levels in the fasted state. Interestingly, peroxisomes are recognized sources of cytosolic malonyl-CoA (52, 53, 54), an endogenous inhibitor of carnitine palmitoyltransferase 1 (CPT1) and thus, mitochondrial fatty acid β-oxidation. Measurement of fatty acid oxidation in primary mouse hepatocytes isolated from *Nudt7*^*-/-*^ and control mice showed the expected increase in the rate of ^14^C-palmitate oxidation in hepatocytes isolated from fasted mice, compared to fed mice (55, 56) (Fig. 2, *C* and *F*). *Nudt7*-deficient hepatocytes isolated from fasted mice also tended to exhibit lower rates of mitochondrial fatty acid oxidation than WT hepatocytes, but the difference did not reach statistical significance. These results suggest that the increase in the concentration of malonyl-CoA in the liver of *Nudt7*^*-/-*^ mice was not sufficient to appreciably inhibit CPT1. Alternatively, the buildup of malonyl-CoA, potentially formed from the oxidation of odd-chain dicarboxylic fatty acids, may have been contained within the peroxisomes and thus, unable to affect the enzyme. Peroxisomal oxidation of ^14^C-palmitate, measured by inhibiting the mitochondrial β-oxidation pathway with etomoxir, was also unaffected by *Nudt7* deletion, indicating that any accumulation of acyl-CoAs would more likely occur by decreased degradation, as opposed to increased production.

**Figure 2:**
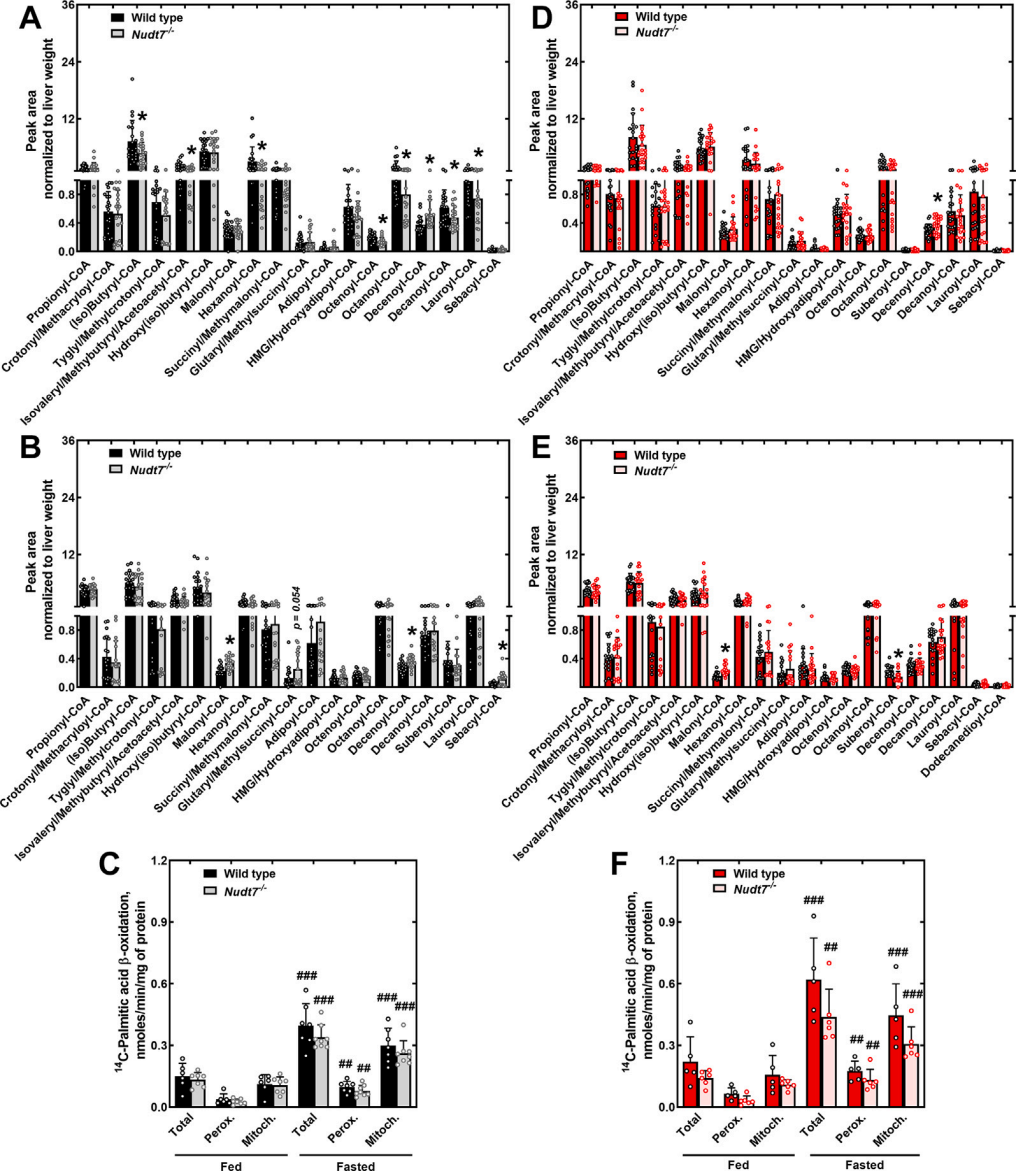
**Deletion of *Nudt7* alters the composition of the acyl-CoA pool in the liver but not the rate of fatty acid oxidation**. *A*, *B*, *D*, and *E*, liver short- and medium-chain acyl-CoA composition in male (*A* and *B*) and female (*D* and *E*) mice in the fed (*A* and *D*) or 24 h–fasted (*B* and *E*) states. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Student’s *t* test, ∗*p* < 0.05. *C* and *F*, rate of fatty acid β-oxidation in primary hepatocytes isolated from fed or 24 h–fasted male (*C*) and female (*F*) mice in the presence or absence of etomoxir. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Two-way ANOVA, ## *p* < 0.01, ### *p* < 0.001 between mice of the same genotype in the fed *versus* fasted state. Mitoch., mitochondrial (total – peroxisomal fatty acid oxidation); Perox., peroxisomal (+etomoxir).

### NUDT7 regulates total hepatic CoA levels in male mice fed a Western diet

As both peroxisomal fatty acid β-oxidation and bile acid metabolism were altered in mice with hepatic overexpression of NUDT7 (49), we fed the *Nudt7*^*-/-*^ and control mice a Western diet (WD) to challenge these pathways. Compared to mice fed the CD, mice fed the WD exhibited a higher concentration of total cholesterol in the serum and elevated triacylglycerol and total cholesterol in the liver (Table 1). 

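Liver mRNA from 32 mice was sequenced, 4 in each of 8 groups formed by sex, genotype (WT littermates or KO) and diet (CD or WD). The authors prepared the libraries with the KAPA mRNA HyperPrep kit, sequenced them as 50 bp paired-end reads, and estimated counts per transcript with Salmon 1.3.0 against the mouse transcripts of GRCm38 with the genome as decoy. The values used here are therefore estimated counts and effective lengths of 117135 transcripts. The total count per library ran in males from 11564838 to 14089282 (median 12325038) for WT on the CD, 10189959 to 13675524 (median 12671658) for KO on the CD, 10140048 to 13574102 (median 10891500) for WT on the WD and 11134562 to 14119439 (median 12089292) for KO on the WD. In females it ran from 11071146 to 14444419 (median 12840068) for WT on the CD, 12012257 to 15084668 (median 13172698) for KO on the CD, 13073131 to 15469841 (median 14194122) for WT on the WD and 12085451 to 15825078 (median 15020675) for KO on the WD. Transcript counts were summed by gene with the GENCODE vM21 annotation of GRCm38, and 0.315% to 0.424% of the counts per library belonged to transcripts outside it. The sums were rounded, normalized by TMM and tested with the quasi-likelihood test of edgeR, separately for each pair of groups. Genes with at least 10 counts in at least 4 of the 8 libraries were kept, the share of libraries that the paper's filter asks for. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called higher or lower, which is also the threshold of the paper, whose own tool was DESeq2. Differences between effects, such as the diet effect in females less that in males, were tested as contrasts of a model of all 32 libraries, in genes with at least 10 counts in at least 4 of them. Gene lists and the rule for the genes named here were fixed before the data were examined, although the parts of Table S3 and Fig. 3 at hand had been seen. Lists were tested with camera at a preset inter-gene correlation of 0.01. The 4 genes of the Y chromosome used to check the labels ran with the labelled sex in all 4 comparisons of females with males, and Nudt7 ran with the labelled genotype. No library was a copy of another of its group, since all 48 pairs differed by more than counting noise (chi-square per gene of 10.6 to 109). That does not tell separate mice from repeat preparations, and the libraries were counted as separate mice because the paper shows them as individual liver samples.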

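On the WD, 1678 of 12235 tested genes differed from the CD in WT males (848 higher, 830 lower) and 323 of 12407 in KO males (203 higher, 120 lower), by edgeR with n = 4 per group. With length offsets edgeR called 481 and 269 in WT and KO males, and with a block for the replicate number 672 and 283, so that the counts of the 2 genotypes lay closer together; the model of all 32 libraries called 1367 and 747. In females the counts were 10 of 12737 in WT (3 higher, 7 lower) and 16 of 12840 in KO mice (10 higher, 6 lower). There edgeR called 2 and 16 with length offsets, 5 and 14 with the replicate block and 23 and 44 without a filter, in WT and KO females. The model of all 32 libraries called 35 (15 higher, 20 lower) and 89 (17 higher, 72 lower), so that in KO females the balance of directions depended on the model. Among the largest rises in males, Adam11, a member of the ADAM metalloprotease family, had a log2 fold change of 3.33, standard error 0.27, adjusted p = 0.000656 in WT and of 3.63, standard error 0.25, adjusted p = 0.000120 in KO males. Themis, a signaling gene known from T cells, rose by 3.52 (0.70, 0.0141) and 4.86 (0.23, 1.46e-06) on the same scale. Cfd, the gene of the adipocyte protein adipsin, rose from 0.937 ± 0.652 to 17.1 ± 9.28 CPM (SD, n = 4) in WT males and from 0.0824 ± 0.116 to 52.6 ± 36.5 in KO males. The list of adipocyte genes was higher by camera in both male genotypes, which held with an estimated correlation in KO males only. In WT females Paxx, a factor of DNA end joining, was lower on the WD (−1.56, standard error 0.16, adjusted p = 0.00757), a call lost without WT females WD replicate 1 (0.0721). In KO females Cyp2a22, a cytochrome P450 gene, was higher (1.31, standard error 0.11, adjusted p = 0.000733). WT and KO males shared 166 called genes of the 12128 tested in both, all in the same direction. Among the calls in WT males 83.4% had the same sign in KO males. Of the calls in WT males 88.4% had the same sign in WT females, and of those in KO males 76.9% had it in KO females. The difference of the diet effect between the sexes passed the test for 33 of 13539 genes by edgeR, for 185 by DESeq2 with length offsets and for 204 by DESeq2 on the gene sums. That between genotypes passed for 8 genes in males (21 and 72 by DESeq2 with and without length offsets, 5 by edgeR with length offsets and 2 without a filter) and for 0 in females by edgeR, where 581 genes had an unadjusted p under 0.05 and DESeq2 with length offsets called 3. DESeq2 with length offsets called 1031, 808, 84 and 195 genes for the diet in WT males, KO males, WT females and KO females. On the gene sums DESeq2 called 1990, 805, 99 and 233. The counts rested on single libraries, and for WT males they differed without WT males CD replicates 3 (803) and 4 (891) and WT males WD replicate 3 (888). In KO males they changed without KO males CD replicates 1 (173), 2 (169), 3 (160) and 4 (191) and KO males WD replicates 3 (147) and 4 (111). For WT females the count changed without WT females CD replicates 1 (2), 2 (4), 3 (1) and 4 (4) and WT females WD replicates 1 (0), 2 (2), 3 (2) and 4 (37). For KO females it changed without KO females CD replicates 3 (52) and 4 (1) and KO females WD replicates 1 (1), 2 (4), 3 (1) and 4 (33). The difference between the sexes had another count without WT males CD replicates 1 (21) and 4 (21), WT males WD replicate 4 (21), WT females CD replicates 1 (20) and 2 (56) and WT females WD replicates 3 (21) and 4 (64). That between the genotypes in males had one without WT males CD replicates 1 (4), 2 (21) and 4 (4), KO males CD replicates 3 (4) and 4 (4), WT males WD replicates 1 (4) and 3 (3) and KO males WD replicates 1 (4), 2 (33) and 4 (3). Fold changes in WT males rose with transcript length (Spearman 0.345 across genes, which are not independent replicates). With that trend removed from each library 1210 genes were called, 1009 of them shared. In females 4 libraries held transcripts of the exocrine pancreas, and without them 108 genes were called for the difference of the diet effect between the sexes, 48 in WT females (5 of them among the 10) and 52 in KO females (with all 16).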

RNA-seq analysis showed that, regardless of the genotype, feeding the WD changed the expression of ∼900 genes in the liver of male mice and fewer than 200 genes in the liver of female mice (Fig. 3*F*). 

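In the livers of WT males on the WD, all 20 measured genes of cholesterol synthesis were lower than on the CD, with a median log2 fold change of −2.12 (edgeR, n = 4 per group). In KO males 16 of the 20 were lower (19 when adjusted over the list alone), with a median of −2.32. Sqle, which encodes squalene epoxidase, fell from 94.5 ± 29.9 to 3.09 ± 2.29 CPM (SD, n = 4) in WT males (−4.98, standard error 0.50, adjusted p = 0.00316) and had a log2 fold change of −5.96, standard error 0.62, adjusted p = 0.00534 in KO males. Mvd, the gene of mevalonate diphosphate decarboxylase, changed by −3.94 (standard error 0.50, adjusted p = 0.00657) in WT and −3.86 (0.46, 0.00678) in KO males. Of 5 targets of SREBP2 outside synthesis, 2 were lower in WT and 4 in KO males, and all 5 in both when adjusted over the list alone. Of 18 genes of mitochondrial fatty acid oxidation, 7 were higher in WT males and 3 in KO males (10 in each when adjusted over the list alone), and none was lower. Acadm, a medium-chain acyl-CoA dehydrogenase, rose by 0.71, standard error 0.12, adjusted p = 0.00570 in WT males. Slc25a20, the carnitine-acylcarnitine carrier, rose by 0.58, standard error 0.13, adjusted p = 0.0149. Of 21 genes of peroxisomal fatty acid oxidation, 9 were higher in WT and 8 in KO males (10 and 13 when adjusted over the list alone), and none was lower. Acaa1b, a peroxisomal thiolase, rose by 1.53, standard error 0.25, adjusted p = 0.00716 in WT and 1.40, standard error 0.18, adjusted p = 0.00298 in KO males. The set test with camera gave adjusted p = 1.42e-49 in WT and 5.29e-63 in KO males for cholesterol synthesis, 0.000393 and 4.09e-06 for mitochondrial and 1.58e-06 and 8.03e-12 for peroxisomal oxidation. The SREBP2 targets had 1.77e-05 and 4.35e-14 in the same test. With an estimated correlation, cholesterol synthesis (adjusted p = 0.0196) and the SREBP2 targets (0.0221) held in KO males. Their calls were lost in WT males (adjusted p = 0.0582 and 0.219), and calls were lost for mitochondrial (0.376 in WT, 0.280 in KO) and peroxisomal oxidation (0.278 and 0.0910). Fold changes rose with transcript length in KO males too (Spearman 0.240 across genes). With the trend of each library removed 20 genes of cholesterol synthesis were lower in WT males, 8 of mitochondrial and 9 of peroxisomal oxidation higher.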

Compared to males fed the CD, males fed the WD exhibited a global downregulation of hepatic genes involved in the uptake (*Ldlr*) and *de novo* synthesis of cholesterol, together with a robust upregulation of several genes involved in both mitochondrial and peroxisomal fatty acid oxidation (Fig. S2, *G* and *F*). These diet-induced changes in gene expression showed a similar trend in the female livers but did not reach statistical significance (Fig. S2, *J* and *I*). 

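In females none of the genes of cholesterol synthesis or of mitochondrial or peroxisomal fatty acid oxidation passed edgeR's test over all genes between the WD and the CD (n = 4 per group), while most moved in the direction seen in males. For cholesterol synthesis the median log2 fold change was −0.71 in WT females, with 20 of 20 genes below 0, and −1.05 in KO females, with 20 below 0. Adjusted over the list alone, 0 genes of it were lower in WT and 12 in KO females, and DESeq2 with length offsets called 0 and 4. Mitochondrial oxidation had medians of 0.19 and 0.13, and peroxisomal oxidation of 0.28 and 0.24, in WT and KO females. Adjusted over the list alone, 4 peroxisomal genes were higher in KO females, and no other gene of the 2 oxidation lists passed. The diet effect on Sqle, the gene of squalene epoxidase, was less negative in females by 3.92, standard error 0.80, adjusted p = 0.0312 on the log2 scale. That on Aldh3a2, a fatty aldehyde dehydrogenase, was smaller in females (difference −0.98, standard error 0.18, adjusted p = 0.00963). The call of Sqle, unlike that of Aldh3a2, was lost without WT males CD replicates 1 (0.0535) and 4 (0.0520), KO males CD replicate 1 (0.0532), WT males WD replicates 2 (0.0600), 3 (0.0518) and 4 (0.0603), KO males WD replicates 2 (0.0574), 3 (0.0578) and 4 (0.0535), WT females CD replicate 1 (0.0546), KO females CD replicate 1 (0.0504), WT females WD replicates 1 (0.0635) and 3 (0.0579) and KO females WD replicate 2 (0.0660). For Sqle DESeq2 with length offsets gave adjusted p = 3.90e-05. Of the 20 genes of cholesterol synthesis, 1 differed between the sexes over all genes and 18 when adjusted over the list alone. Of the 21 peroxisomal genes 5 did in the latter way. For the difference between the sexes camera gave adjusted p = 1.12e-21 for cholesterol synthesis, 0.00727 for mitochondrial and 0.000554 for peroxisomal oxidation. With an estimated correlation these became 0.143, 0.540 and 0.339. Within females camera gave 4.46e-06 and 1.28e-26 for cholesterol synthesis in WT and KO mice, 0.0197 and 0.0183 for mitochondrial and 0.000104 and 2.42e-06 for peroxisomal oxidation. All were lost with an estimated correlation (adjusted p = 0.590, 0.224, 0.633, 0.752, 0.590 and 0.430). The call of mitochondrial oxidation was also lost in WT females without WT females CD replicates 1 (0.0502) and 3 (0.412) and WT females WD replicate 2 (0.183). In KO females it was lost without KO females CD replicates 2 (0.189) and 3 (0.244) and KO females WD replicates 1 (0.112) and 4 (0.120). Transcripts of pancreatic acinar cells moved with the diet in WT females (camera adjusted p = 3.67e-07, 0.590 with an estimated correlation). Without the 4 libraries that held them 0 genes of cholesterol synthesis were lower in WT and 0 in KO females. The counts were 0 with these libraries too, so they cannot show whether the libraries matter.

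**Figure D2:**
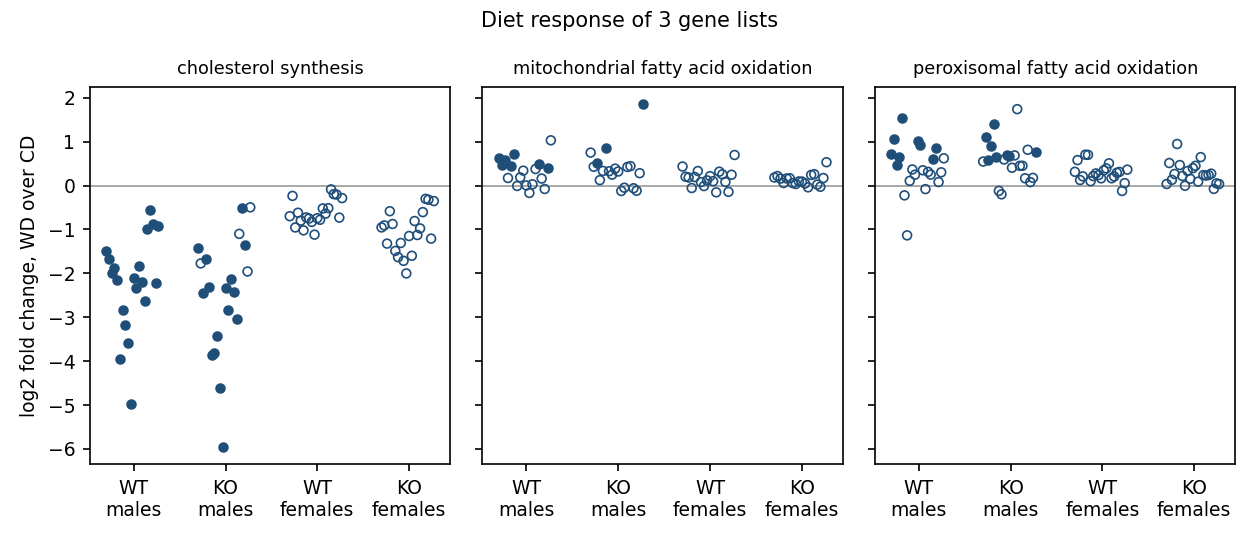
Log2 fold change of WD over CD (y axis) of each measured gene of cholesterol synthesis, mitochondrial and peroxisomal fatty acid oxidation, in 3 panels, for WT males, KO males, WT females and KO females (x axis). Filled points have an adjusted p under 0.05 from edgeR and open points do not. In cholesterol synthesis 20 points are filled in WT males and 16 in KO males, and no point of the 3 panels is filled in females.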

Only *Abcg8* and/or *Abcg5*, genes involved in cholesterol efflux, were found to be consistently upregulated in all mice fed the WD.

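Abcg5 and Abcg8, which encode the paired half-transporters that export sterols from hepatocytes, were higher on the WD in both male genotypes (edgeR, n = 4 per group). Abcg5 rose from 63.1 ± 17.2 to 249 ± 35.2 CPM (SD, n = 4) in WT males (1.99, standard error 0.19, adjusted p = 0.000656). In KO males it rose from 71.8 ± 14.2 to 272 ± 64.8 (1.94, standard error 0.18, adjusted p = 0.000305). Abcg8 had log2 fold changes of 1.79, standard error 0.17, adjusted p = 0.000656 in WT and 1.96, standard error 0.17, adjusted p = 0.000146 in KO males. In KO females Abcg8 was higher (1.13, standard error 0.16, adjusted p = 0.0293), a call lost without KO females CD replicates 1 (0.0537) and 4 (0.0693) and KO females WD replicates 1 (0.102) and 3 (0.116). Abcg5 did not pass there with edgeR (1.38, standard error 0.24, adjusted p = 0.0860), while DESeq2 with length offsets called it (adjusted p = 4.58e-07). In WT females neither passed with edgeR (Abcg5 0.92, standard error 0.33, adjusted p = 0.507; Abcg8 0.90, standard error 0.28, adjusted p = 0.450) or with DESeq2 with length offsets (adjusted p = 0.107 and 0.0565). In the list of cholesterol efflux genes and targets of the sterol receptor LXR, which holds both, 4 of 8 were higher in WT males, 4 in KO males, 0 in WT females and 1 in KO females. When adjusted over the list alone the counts were 5, 5, 0 and 5, and 1 was then lower in WT males. Abca1, a transporter that loads cholesterol onto high-density lipoprotein, rose in WT males (0.62, standard error 0.13, adjusted p = 0.0111). The list gave camera adjusted p = 6.63e-06, 2.02e-10, 0.00179 and 3.74e-09 in the same order. With an estimated correlation it held in KO males (0.0100) and KO females (0.0182) and was lost in WT males (adjusted p = 0.0582) and WT females (0.321).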

**Figure 3:**
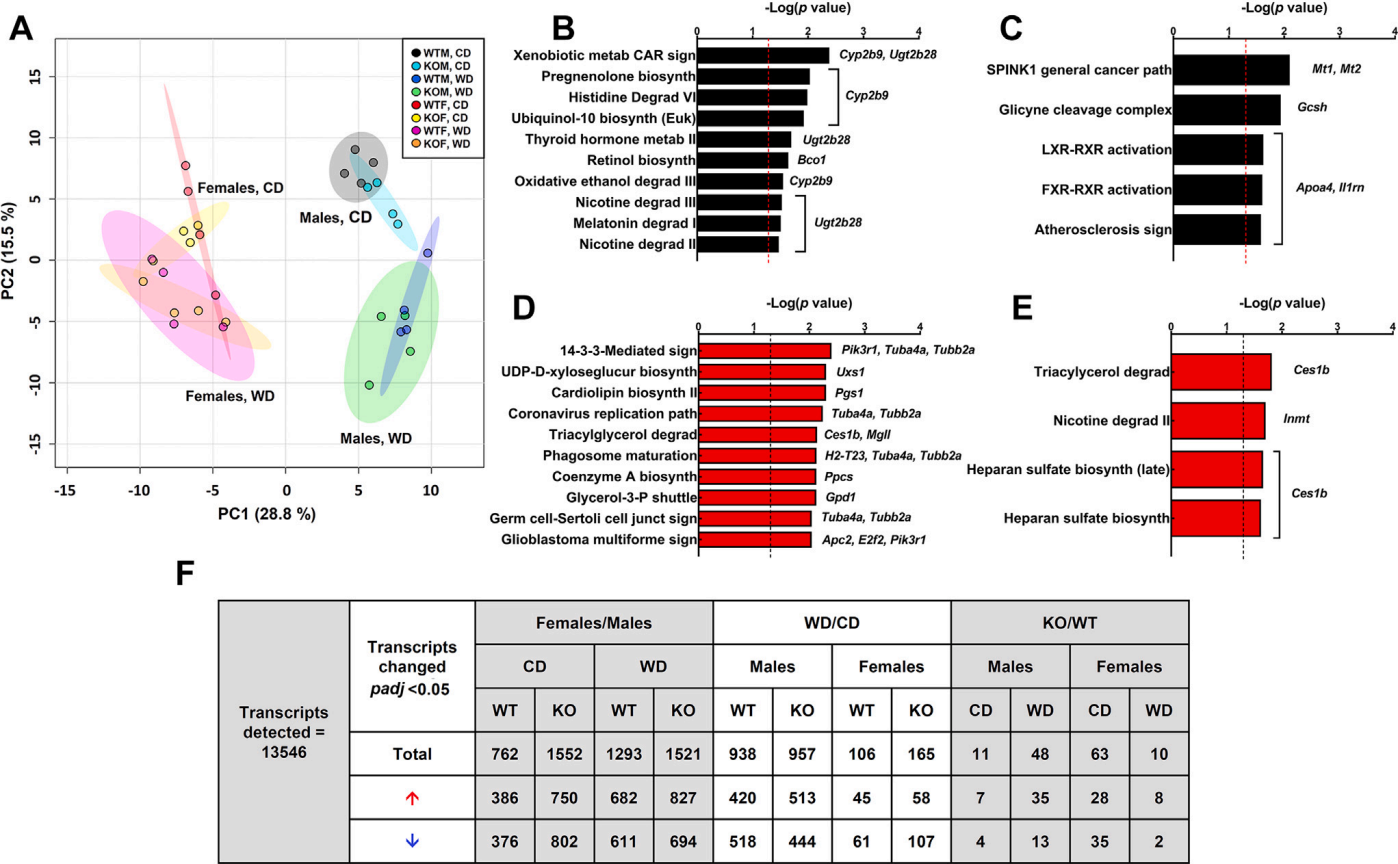
**Liver RNA-seq analysis**. *A*, principal component analysis of the RNA-seq data, with individual liver samples shown as *circles*. *B*–*E*, Ingenuity pathway analysis of the RNA-seq data showing the most significant canonical pathways affected in male (*B*) and female (*D*) mice fed the CD, and in male (*C*) and female (*E*) mice fed the WD. The gene(s) driving the difference in each pathway are listed to the *right*. Right-tailed Fisher’s Exact Test. The *dashed line* represents the threshold *p* value  of  0.05. *F*, number of transcripts differentially expressed for each indicated pairwise comparison. A false discovery rate with an adjusted *p* value (*padj*) < 0.05 is considered significant. CD, control diet; WD, Western diet.

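The first component of the 32 livers separated females from males, the second ran in part with the diet, and genotype accounted for little of either. The first component held 32.5% of the variance of 13539 genes, and sex accounted for 96.9% of the spread along it. The 16 females lay between 24.4 and 54.1 and the 16 males between −45.1 and −25.5. The second held 11.4%, of which the diet accounted for 55.3%. At its lower end lay WT females CD replicate 2 (−48.9) and KO females CD replicate 3 (−43.4), the libraries with the most pancreatic transcripts (0.560% and 0.271% of counts). Genotype accounted for 0.0390% of the spread along the first and 3.87% along the second component. The components were computed from log2 CPM with a prior count of 2, with genes centered and not scaled. With genes scaled to unit variance the first component held 17.4% and sex accounted for 47.3% of it, while sex accounted for 36.4% and the diet for 27.8% of the second. With the 500 most variable genes the diet accounted for 20.1% of the second and 57.0% of the third component.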

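Between females and males, edgeR called 280 of 12505 genes in WT mice on the CD (137 higher and 143 lower in females) and 837 of 12566 in KO mice on the CD (433 and 404). On the WD it called 1207 of 12524 in WT mice (603 and 604) and 1228 of 12708 in KO mice (537 and 691). All 4 comparisons shared 138 called genes, 60 higher in females and 78 higher in males, of which 4 lie on the Y and 4 on the X chromosome. Cyp3a41a, a cytochrome P450 gene of the female liver, stood on the CD at 2343 ± 669 CPM (SD, n = 4) in WT females and 0.390 ± 0.211 in WT males, a log2 fold change of 12.48, standard error 0.39, adjusted p = 1.20e-08. Elovl3, a fatty acid elongase gene of the male liver, stood at 1.56 ± 0.437 and 321 ± 121 CPM (−7.66, standard error 0.37, adjusted p = 1.46e-06). Mup7, a major urinary protein gene whose family members may share reads, had a log2 fold change of −7.66, standard error 0.61, adjusted p = 0.000378, and 0.0579 as its adjusted p without the 4 libraries that held pancreatic transcripts. Of 15 genes listed as higher in female liver, 12, 14, 15 and 14 were higher in females in these comparisons (14, 15, 15 and 15 when adjusted over the list alone). Of 13 listed as higher in male liver, 11, 13, 13 and 13 were lower in females (12, 13, 13 and 13 over the list alone). Both lists held in camera with an estimated correlation (largest adjusted p = 0.00176). DESeq2 with length offsets called 584, 1199, 1337 and 1550 genes. In this order DESeq2 on the gene sums called 595, 1305, 1658 and 1676, the model of all 32 libraries 615, 1627, 1396 and 1429, edgeR with length offsets 259, 701, 803 and 979 and the replicate block 227, 723, 1487 and 801. The counts changed by over 1.5 times when single libraries were left out, for WT mice on the CD without WT males CD replicates 2 (179), 3 (145) and 4 (178) and WT females CD replicates 1 (169) and 2 (427). In KO mice on the CD the change was seen without KO males CD replicates 3 (511) and 4 (519) and KO females CD replicates 2 (538) and 4 (544). In WT mice on the WD it was seen without WT males WD replicates 1 (781) and 3 (753) and WT females WD replicates 1 (681), 2 (735) and 3 (600). In KO mice on the WD it was seen without KO males WD replicate 3 (762) and KO females WD replicates 1 (668), 2 (544) and 3 (596).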

Deletion of *Nudt7* altered multiple hepatic processes, as revealed by Ingenuity pathway analysis. However, these changes were driven by a very small number of differentially expressed genes (Fig. 3, *B*–*E*). 

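Between KO and WT mice edgeR called 1 gene in males on the CD, 2 in males on the WD, 4 in females on the CD and 2 in females on the WD, at n = 4 per group. In the same order the model of all 32 libraries called 2, 39, 12 and 0, edgeR with length offsets 0, 0, 3 and 2, the replicate block 1, 1, 3 and 4, RLE size factors 1, 0, 4 and 2 and the fit without a filter 14, 5, 4 and 7. In males on the CD it was Cenpm, a centromere protein gene, which was lower (−2.12, standard error 0.26, adjusted p = 0.0375), a call lost without WT males CD replicates 1 (0.195) and 4 (0.129) and KO males CD replicates 1 (0.121), 3 (0.227) and 4 (0.0803). In males on the WD Rassf3, a gene of the RASSF tumor suppressor family, was lower (−0.79, standard error 0.10, adjusted p = 0.0471), a call lost without WT males WD replicates 2 (0.178), 3 (0.199) and 4 (0.148) and KO males WD replicates 1 (0.122), 2 (0.0822), 3 (0.146) and 4 (0.226). Ciapin1, a gene of cytosolic iron-sulfur cluster assembly, was higher (0.80, standard error 0.10, adjusted p = 0.0471), which was lost without WT males WD replicates 2 (0.178), 3 (0.199) and 4 (0.148) and KO males WD replicates 1 (0.106), 2 (0.0822), 3 (0.146) and 4 (0.226). These 3 calls in males were also lost with length offsets in edgeR and with the replicate block, and those of Rassf3 and Ciapin1 with RLE size factors. Cenpm was also not among the calls of DESeq2 on the gene sums or of the model of all 32 libraries. DESeq2 with length offsets did call Cenpm. In females Ces1b and the predicted gene Gm45910 were higher on both diets, and Nudt7 was lower on the CD. Cables1, a regulator of cyclin-dependent kinases, was higher on the CD (1.74, standard error 0.22, adjusted p = 0.0301), which was lost without WT females CD replicates 1 (0.154), 2 (0.119) and 3 (0.0781) and KO females CD replicates 1 (0.179), 2 (0.0952), 3 (0.155) and 4 (0.144). Gm45910 rose from 0.260 ± 0.158 to 8.63 ± 2.63 CPM (SD, n = 4) on the CD (4.98, standard error 0.39, adjusted p = 0.00101). On the WD it rose from 0.0856 ± 0.0645 to 5.69 ± 2.14 (5.96, standard error 0.47, adjusted p = 0.000573). Both calls held without each WT library, and without any KO library Gm45910 fell under the filter and was not tested. In the model of all 32 libraries its adjusted p was 0.0307 on the CD and 0.0782 on the WD. Averaged over the 4 sex and diet groups 12 genes were called (8 higher, 4 lower), and 57 and 50 by DESeq2 with and without length offsets. Among them were Bco1, a carotenoid oxygenase (0.62, standard error 0.06, adjusted p = 5.58e-07), and Gcsh, a protein of the glycine cleavage system (−0.47, standard error 0.06, adjusted p = 1.77e-05). Bco1 and Gcsh lie 2.94 and 2.83 Mb from Nudt7. Of the called genes other than Nudt7, 7 lie on chromosome 8 and 4 elsewhere. The 21 genes that Fig. 3 names were chosen by the study on these libraries and so are not independent evidence. Of these edgeR called 1 of 19 measured in females on the CD (Ces1b), 1 in females on the WD (Ces1b), and none in males on either diet. In males DESeq2 with length offsets called 1 higher and 2 lower on the CD and 4 and 1 on the WD. The model of all 32 libraries called Bco1 in males on both diets, and Gcsh, Apoa4 and Il1rn in males on the WD. Adjusted over the list alone, 5 were higher and 10 lower in females on the CD, and 4 and 4 in females on the WD. In males these counts were 1 and 1 on the CD and 4 and 2 on the WD. In males on the CD the log2 fold change of Bco1 was 0.94, standard error 0.13, adjusted p = 0.0578, where WT replicate 2 had 8.93 CPM. Those of Apoa4, an apolipoprotein, and Ugt2b38, a glucuronosyltransferase, were 1.70, standard error 0.39, adjusted p = 0.431 and −1.42, standard error 0.28, adjusted p = 0.317 in males on the WD. In females on the CD those of Tubb2a, a tubulin, and Gpd1, the glycerol-3-phosphate dehydrogenase, were −1.09, standard error 0.27, adjusted p = 0.697 and −0.64, standard error 0.16, adjusted p = 0.697, with 249 CPM of Gpd1 in WT replicate 3. In females on the WD that of Inmt, a methyltransferase, was 0.60, standard error 0.13, adjusted p = 0.282. DESeq2 with length offsets called Tubb2a and Gpd1 in females on the CD, and Tubb2a and Inmt in females on the WD. An unadjusted p under 0.05 was reached by 1197, 1194, 876 and 981 genes in males on the CD, males on the WD, females on the CD and females on the WD. DESeq2 with length offsets called 18, 49, 19 and 58, and on the gene sums 32, 54, 26 and 62. Left-out libraries changed the count in males on the CD, without WT males CD replicates 1 (0), 2 (2), 3 (3) and 4 (0) and KO males CD replicates 1 (0), 2 (3), 3 (0) and 4 (0). The count in males on the WD changed without WT males WD replicates 2 (0), 3 (0) and 4 (1) and KO males WD replicates 1 (0), 2 (0), 3 (0) and 4 (0). In females on the CD it changed without WT females CD replicates 1 (2), 2 (2) and 3 (2) and KO females CD replicates 1 (1), 2 (1), 3 (1) and 4 (2). In females on the WD it changed without WT females WD replicates 2 (4) and 4 (18) and KO females WD replicates 2 (1) and 4 (10). In males on the CD fold changes rose with transcript length (Spearman 0.336 across genes). Without the 4 female libraries that held pancreatic transcripts 2 genes were called in females on the CD and 18 on the WD.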

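On the WD the mitochondrial CoA diphosphohydrolase gene Nudt8 stood at 6.58 ± 0.999 CPM in WT males and 6.44 ± 1.22 in KO males (SD, n = 4), and at 6.73 ± 0.535 and 6.49 ± 0.718 in females. Nudt19, the gene of the other peroxisomal CoA diphosphohydrolase, stood at 34.7 ± 2.32 and 29.9 ± 1.18 CPM in males and 34.6 ± 1.23 and 32.2 ± 2.96 in females. Fitm2, the gene of FIT2, stood at 53.8 ± 17.8 and 57.3 ± 12.6 in males and 46.2 ± 6.88 and 37.2 ± 3.30 in females. The log2 fold changes of KO over WT were −0.01, standard error 0.17, adjusted p = 0.987 in males and −0.05, standard error 0.13, adjusted p = 0.944 in females for Nudt8 (edgeR). In the same order they were −0.20, standard error 0.08, adjusted p = 0.503 and −0.11, standard error 0.08, adjusted p = 0.824 for Nudt19. For Fitm2 they were 0.10, standard error 0.25, adjusted p = 0.910 and −0.32, standard error 0.11, adjusted p = 0.532. At an unadjusted p under 0.05 stood Nudt19 in males (0.0341) and Fitm2 in females (0.0146), and DESeq2 with length offsets called none of the 3 genes. Of 16 genes of CoA synthesis and degradation edgeR called none between the genotypes on the WD, while DESeq2 with length offsets called Nudt7 in both sexes. Adjusted over the list alone, 1 was higher and 1 lower in KO males and 2 were lower in KO females. On the CD edgeR called 1 gene of this list lower in KO females, which was Nudt7.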

In mice fed the WD, the expression of *Nudt8*, *Nudt19*, and *Fit2* was similar between genotypes (Fig. S2, *E* and *H*). Furthermore, WT mice fed the WD exhibited comparable hepatic levels of *Nudt7* transcript and protein compared to gender-matched mice fed the CD (Fig. S2, *A*–*C*, *E*, and *H*). 

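The Nudt7 transcript did not differ between the diets in WT mice by edgeR (n = 4 per group). The log2 fold change of WD over CD was 0.09, standard error 0.24, adjusted p = 0.843 in WT males and −0.45, standard error 0.22, adjusted p = 0.615 in WT females. The corresponding adjusted p from DESeq2 with length offsets was 0.879 in males and 0.672 in females. In WT mice Nudt7 was lower in females than in males on the CD (−1.43, standard error 0.25, adjusted p = 0.0147) and on the WD (−1.95, standard error 0.21, adjusted p = 0.000388). The call on the CD was lost without WT males CD replicate 3 (0.0588) and WT females CD replicate 1 (0.0543), and without the pancreatic libraries (0.0803). Of the genes of CoA synthesis and degradation, 5 of 16 were higher on the WD in KO males (camera adjusted p = 0.000235, and 0.0241 with an estimated correlation) and 1 in WT males, and none in females. Vnn1, the gene of pantetheinase, rose by 2.85, standard error 0.35, adjusted p = 0.00771 in KO males. Slc25a42, a mitochondrial carrier of CoA, rose by 0.77, standard error 0.12, adjusted p = 0.00814, and Fitm1, a relative of Fitm2, by 2.32, standard error 0.22, adjusted p = 0.000273. The difference of the diet effect between KO and WT males was not called for Vnn1, Slc25a42 or Fitm1. The unequal counts of called genes therefore do not show that the genotypes differ in this response.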

No inflammation was observed in the liver of mice fed the WD; however, macrovesicular steatosis was consistently present, with no noticeable differences between genotypes (Fig. 4, *A*–*H*).

**Figure 4:**
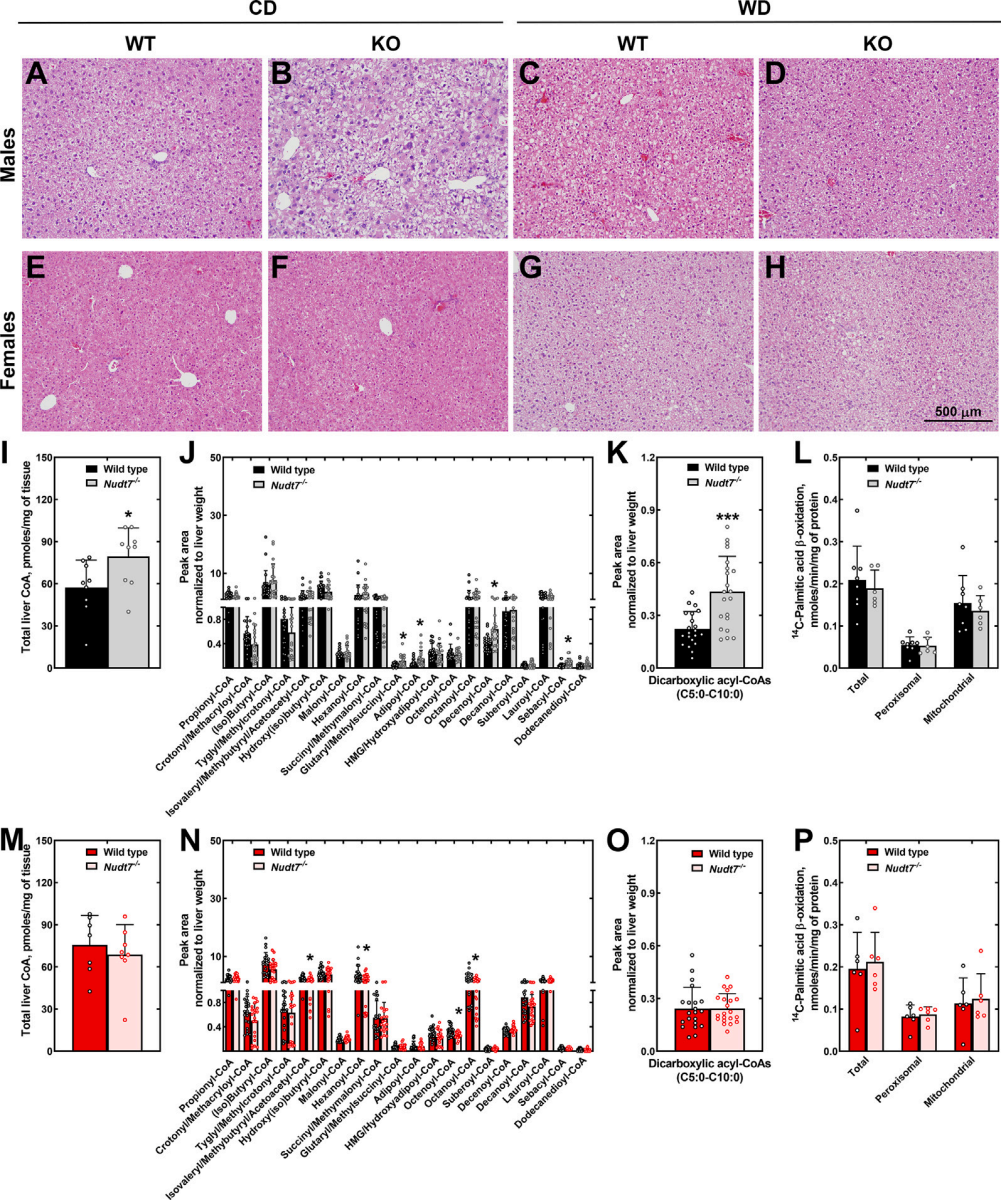
**Histological analysis and effect of WD on the liver acyl-CoA composition**. *A*–*H*, representative bright field images of H&E-stained liver sections from male (*A*–*D*) and female (*E*–*H*), WT and *Nudt7*^*-/-*^ (KO) mice fed the CD and WD. *I* and *M*, total liver CoA levels in (*I*) male and (*M*) female mice fed the WD. *J* and *N*, short- and medium-chain acyl-CoA composition of livers from (*J*) male and (*N*) female mice fed the WD. *K* and *O*, combined peak areas of C5:0-C10:0 dicarboxylic acyl-CoAs in males (*K*) and females (*O*). *L* and *P*, rate of fatty acid β-oxidation in primary hepatocytes isolated from WD-fed male (*L*) and female (*P*) mice in the presence or absence of etomoxir. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Student’s *t* test, ∗*p* < 0.05, ∗∗∗*p* < 0.001. CD, control diet; Perox., peroxisomal (+etomoxir), Mitoch., mitochondrial (total – peroxisomal fatty acid oxidation); WD, Western diet.

We proceeded with the measurement of total CoA levels in the liver of mice fed the WD. In males, deletion of *Nudt7* led to a significant increase in total hepatic CoA levels, a phenotype that was not observed in *Nudt7*^*-/-*^ females (Fig. 4, *I* and *M*). The higher concentration of total CoA in the livers of the *Nudt7*^*-/-*^ males correlated with a robust increase in glutaryl-, adipoyl- and sebacyl-CoA, MCD acyl-CoAs with 5, 6, and 10 carbons, respectively (Fig. 4, *J* and *K*). Decenoyl-CoA was also significantly elevated, similar to what was observed in *Nudt7*^*-/-*^ males fed the CD. In female mice, *Nudt7* deletion led to a decrease in multiple C4-C8 acyl-CoAs (Fig. 4*N*). These changes in acyl-CoA composition were not associated with alterations in the rate of total or peroxisomal ^14^C-palmitic acid oxidation, as measured in isolated hepatocytes (Fig. 4, *L* and *P*). Levels of other CoA species, including CoA, acetyl-CoA, and long-chain acyl-CoAs, were similar between genotypes (Fig. S1). Combined, these results support the conclusion that NUDT7 prevents the accumulation of MCD acyl-CoAs in the context of an increased influx of fatty acids, as more acutely observed when male mice were fed a WD. Under these dietary conditions, NUDT7 also regulates total CoA levels. Additionally, decenoyl-CoA was consistently elevated in male livers, regardless of the diet.

### Effect of *Nudt7* deletion on hepatic metabolism

To determine whether deletion of *Nudt7* had a significant impact on liver metabolism, we conducted global metabolic profiling of WT and *Nudt7*^*-/-*^ livers isolated from mice fed the CD and the WD (Fig. 5). A total of 832 metabolites were detected in this analysis, with a larger number of metabolites being altered by gender or diet than genotype (Fig. 5*F*). In mice fed the CD, *Nudt7* deletion significantly altered the concentration of 50 metabolites in males and 63 metabolites in females. These numbers increased to 72 and 107 metabolites, respectively, in mice fed the WD. Regardless of the diet, deletion of *Nudt7* predominantly affected lipid metabolism in both males and females (Fig. 5, *B*–*E*).

**Figure 5:**
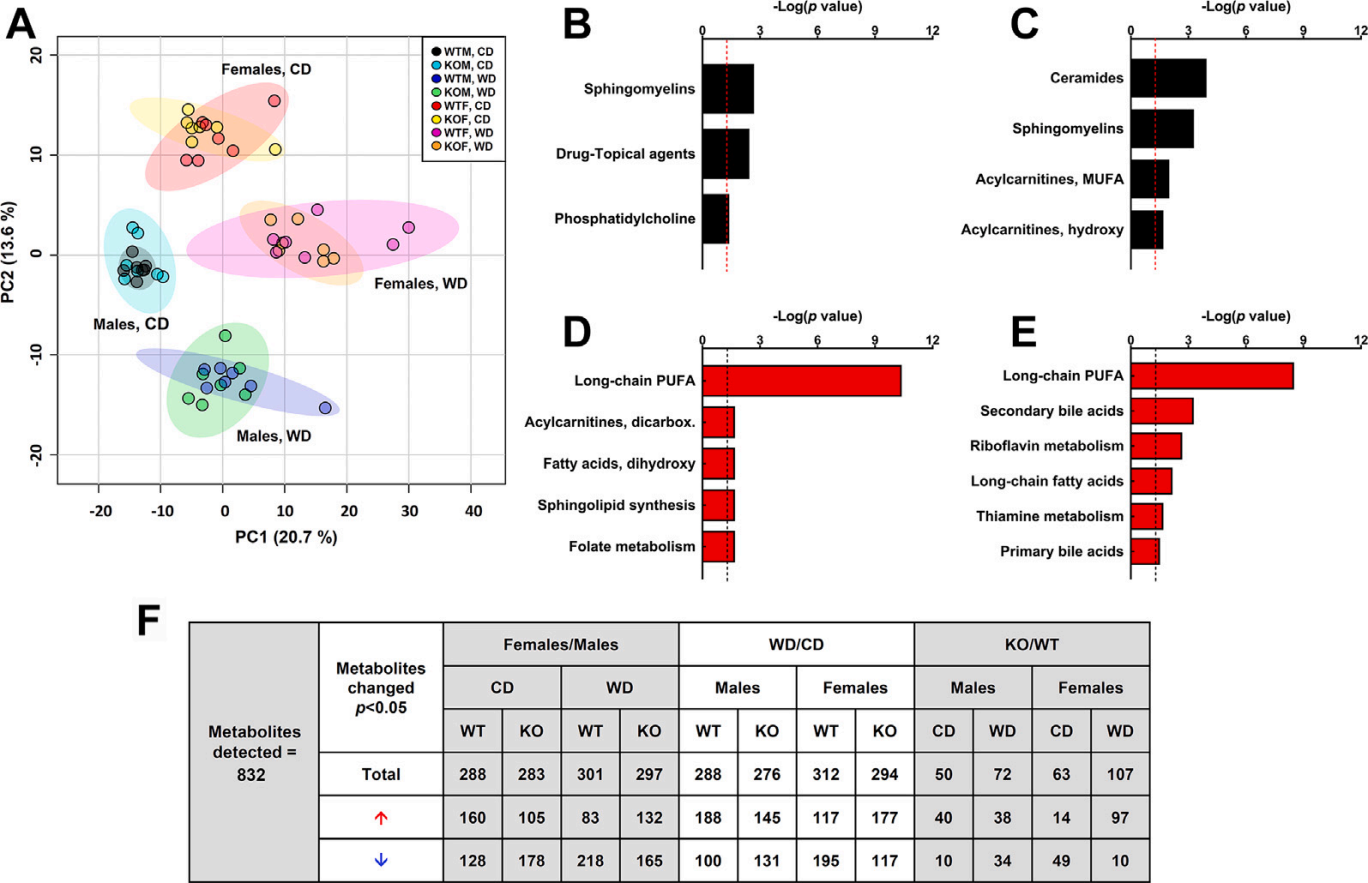
**Global changes in liver lipid metabolism**. *A*, principal component analysis of the untargeted metabolomics data, with individual liver samples shown as *circles*. *B*–*E*, pathways enriched in male (*B*) and female (*D*) mice fed the CD or in male (*C*) and female (*E*) mice fed the WD. Hypergeometric distribution test, with the *dashed line* representing the threshold *p* value  of  0.05. *F*, number of significantly changed metabolites. Three-way ANOVA with *p* value < 0.05 is considered significant. CD, control diet; WD, Western diet.

In the liver of *Nudt7*^*-/-*^ males fed the CD, a number of sphingomyelin, phosphatidylcholine, and lysophospholipid species were significantly increased, compared to control males (Table S2). This trend was inverted in *Nudt7*^*-/-*^ males fed the WD, as their livers contained lower levels of several sphingomyelins while accumulating multiple ceramides. Consistent with the increase in glutaryl-CoA, the livers of *Nudt7*^*-/-*^ males fed the WD showed a 60% increase in the concentration of glutarylcarnitine, together with other short-chain and MCD acylcarnitines, including succinoylcarnitine, methylsuccinoylcarnitine, and pimeloyl/3-methyladipoylcarnitine. Conversely, the levels of several long-chain acylcarnitines were significantly lower in the *Nudt7*^*-/-*^ livers, and this correlated with a trend toward a decreased concentration of free carnitine.

The livers of *Nudt7*^*-/-*^ females showed highly significant changes in long-chain polyunsaturated fatty acids on both diets (Fig. 5, *D* and *E*). In *Nudt7*-deficient livers isolated from females fed the CD, ω-3 and ω-6 fatty acids were decreased by about 50%, including the essential fatty acids linoleate and linolenate (Table S2). The trend toward a decrease extended to endogenously synthesized fatty acids; however, with the exception of oleate, the differences between *Nudt7*^*-/-*^ and WT livers did not reach statistical significance. In WT females, the WD led to a selective and pronounced 50 to 90% decrease in the concentration of several ω-6 fatty acids, compared to the CD. This WD-induced decrease was not systematically observed in the livers of the *Nudt7*^*-/-*^ females, leading to an overall elevation in the levels of polyunsaturated fatty acids and several saturated and monounsaturated long-chain fatty acids, compared to control females (Table S2). Interestingly, Ingenuity pathway analysis of the RNA-seq data identified triacylglycerol degradation as a process altered by *Nudt7* deletion in female mice fed either diet (Fig. 3, *D* and *E*). Indeed, *Ces1b*, a member of the promiscuous *CES1* carboxylesterase family (57, 58), was consistently upregulated ∼7-fold in the liver of *Nudt7*^*-/-*^ females, regardless of the diet. 

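Of 12 measured carboxylesterase genes, which encode hydrolases of triacylglycerols and other esters, 1 was higher in KO than in WT females on the CD and 1 on the WD, in both cases Ces1b (edgeR, n = 4 per group), and none was lower. The count adjusted over the list alone was also 1 on each diet, and the median log2 fold change of the list was 0.01 on the CD and 0.02 on the WD. Of 9 other lipases of triacylglycerols and monoglycerides edgeR called none in females on either diet. Over the list alone 1 was lower on the CD (Mgll) and 1 was higher on the WD. The set test with camera gave adjusted p = 0.0123 and 0.00311 for the carboxylesterases on the CD and the WD, lost with an estimated correlation (adjusted p = 0.481 and 0.447). For the other lipases camera gave 0.333 and 0.952. Pancreatic lipase transcripts were among those carried by 2 of the WT and 1 of the KO female libraries on the CD and by 1 WT library on the WD. Without these libraries camera gave adjusted p = 0.122 and 0.121 for the carboxylesterases. Carboxylesterase genes lie in clusters on chromosome 8 and resemble one another in sequence, so that reads can be shared among them.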

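Ces1b, a carboxylesterase gene on chromosome 8 from 93056728 to 93080017 of GRCm38, stood at 77.2 ± 13.3 CPM in WT and 611 ± 184 in KO females on the CD (SD, n = 4), and at 68.4 ± 12.1 and 489 ± 158 on the WD. Its log2 fold change was 2.98, standard error 0.25, adjusted p = 0.00102 on the CD and 2.83, standard error 0.24, adjusted p = 0.00418 on the WD (edgeR), which are 7.91-fold and 7.13-fold. Every KO library lay above every WT library on both diets. Both calls held in each fit that left out 1 library. The gene lies 21.1 Mb from Nudt7 on the same chromosome. Without the 4 libraries that held pancreatic transcripts the adjusted p on the CD was 0.463, at 2 WT and 3 KO libraries, and in the model of all 32 libraries that on the WD was 0.0782. In males Ces1b did not pass (1.49, standard error 0.68, adjusted p = 0.538 on the CD and 1.06, standard error 0.58, adjusted p = 0.581 on the WD). Its levels in KO males were 137 ± 118 and 85.5 ± 63.6 CPM and WT levels 49.3 ± 10.6 and 41.6 ± 5.30. The difference of the genotype effect between the sexes was not called for Ces1b on either diet (1.50, adjusted p = 0.464 on the CD, and 1.80, adjusted p = 0.516 on the WD). The list of carboxylesterases did differ in this way on the WD (camera adjusted p = 3.48e-05), which held with an estimated correlation.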

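Mgll, the gene of monoglyceride lipase, which releases the last fatty acid of a triacylglycerol, stood at 261 ± 78.7 CPM in WT and 146 ± 13.0 in KO females on the CD (SD, n = 4). The log2 fold change was −0.84, standard error 0.21, adjusted p = 0.697 from edgeR, with an unadjusted p of 0.00200. The adjusted p from DESeq2 with length offsets was 0.0983. DESeq2 on the gene sums and the model of all 32 libraries called Mgll lower there. On the WD it stood at 254 ± 17.5 and 215 ± 27.5 CPM (−0.24, standard error 0.10, adjusted p = 0.634). In males on the CD it stood at 186 ± 33.7 and 184 ± 25.1 CPM (−0.01, standard error 0.14, adjusted p = 0.983).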

The liver of *Nudt7*^*-/-*^ females fed the CD also exhibited a significant downregulation in the gene encoding monoglyceride lipase, *Mgll*, and a strong trend toward increased triacylglycerol excretion in the feces (Fig. 7*G*), which could contribute to the diminished concentration of nonesterified fatty acids in the liver of these mice. The untargeted metabolomics analysis also revealed that the *Nudt7*^*-/-*^ females fed the WD contained altered levels of both primary and secondary bile acids (Table S2). As overexpression of NUDT7 had the opposite effect in the liver of fasted mice (49), these results strengthened the connection between NUDT7 activity and bile acid metabolism. Altogether, the global metabolic profiling data revealed that *Nudt7* deletion affected hepatic lipid metabolism in both male and female mice, with specific pathways differing between genders.

**Figure 6:**
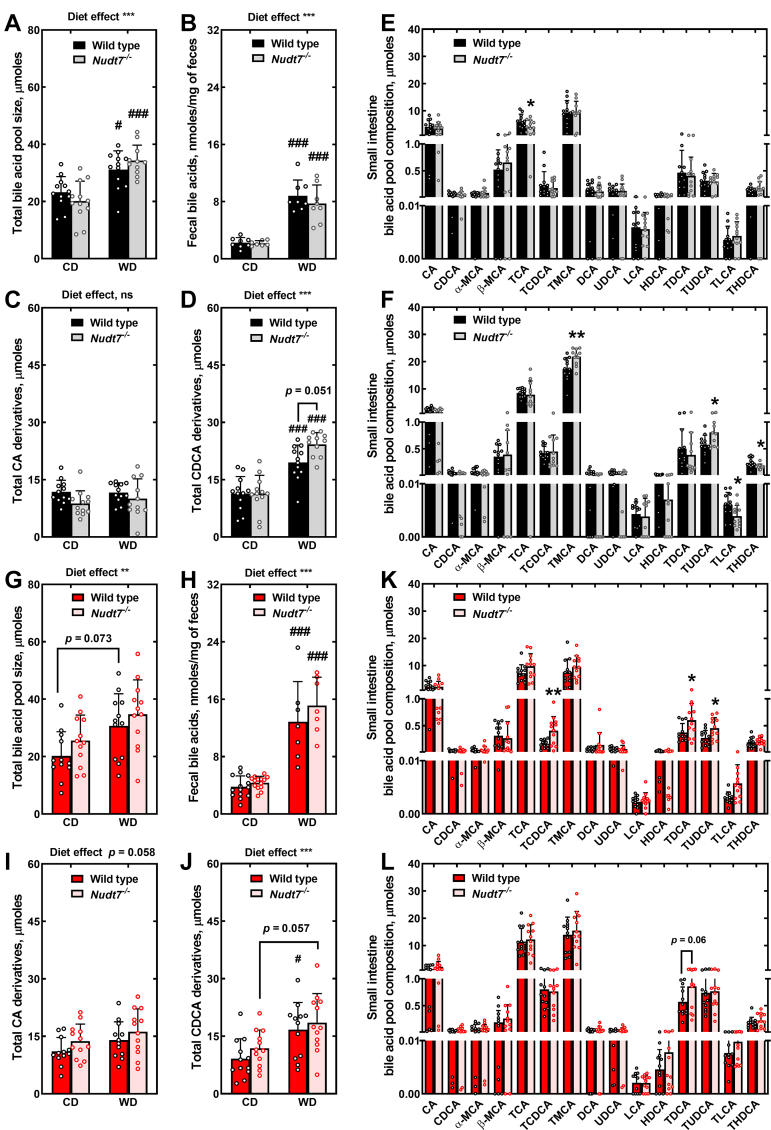
**Deletion of *Nudt7* alters the composition of the intestinal bile acid pool**. *A* and *G*, total bile acid pool sizes in male (*A*) and female (*G*) mice. *B* and *H*, concentration of fecal bile acids in male (*B*) and female (*H*) mice. *C* and *I*, total CA derivatives combined across the liver, gallbladder, and small intestine of (*C*) male and (*I*) female mice. *D* and *J*, total CDCA derivatives combined across the liver, gallbladder, and small intestine of (*D*) male and (*J*) female mice. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Two-way ANOVA, # *p* < 0.05, ### *p* < 0.001 between mice of the same genotype–fed different diets, ∗∗*p* < 0.01, ∗∗∗*p*< 0.001 for diet effect, ns, not significant. *E* and *K*, bile acid composition of the small intestine of males (*E*) and females (*K*) fed the CD. *F* and *L*, bile acid composition of the small intestine of males (*F*) and females (*L*) fed the WD. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Student’s *t* test, ∗*p* < 0.05, ∗∗*p* < 0.01. CA, cholic acid; CDCA, chenodeoxycholic acid; CD, control diet; WD, Western diet.

**Figure 7:**
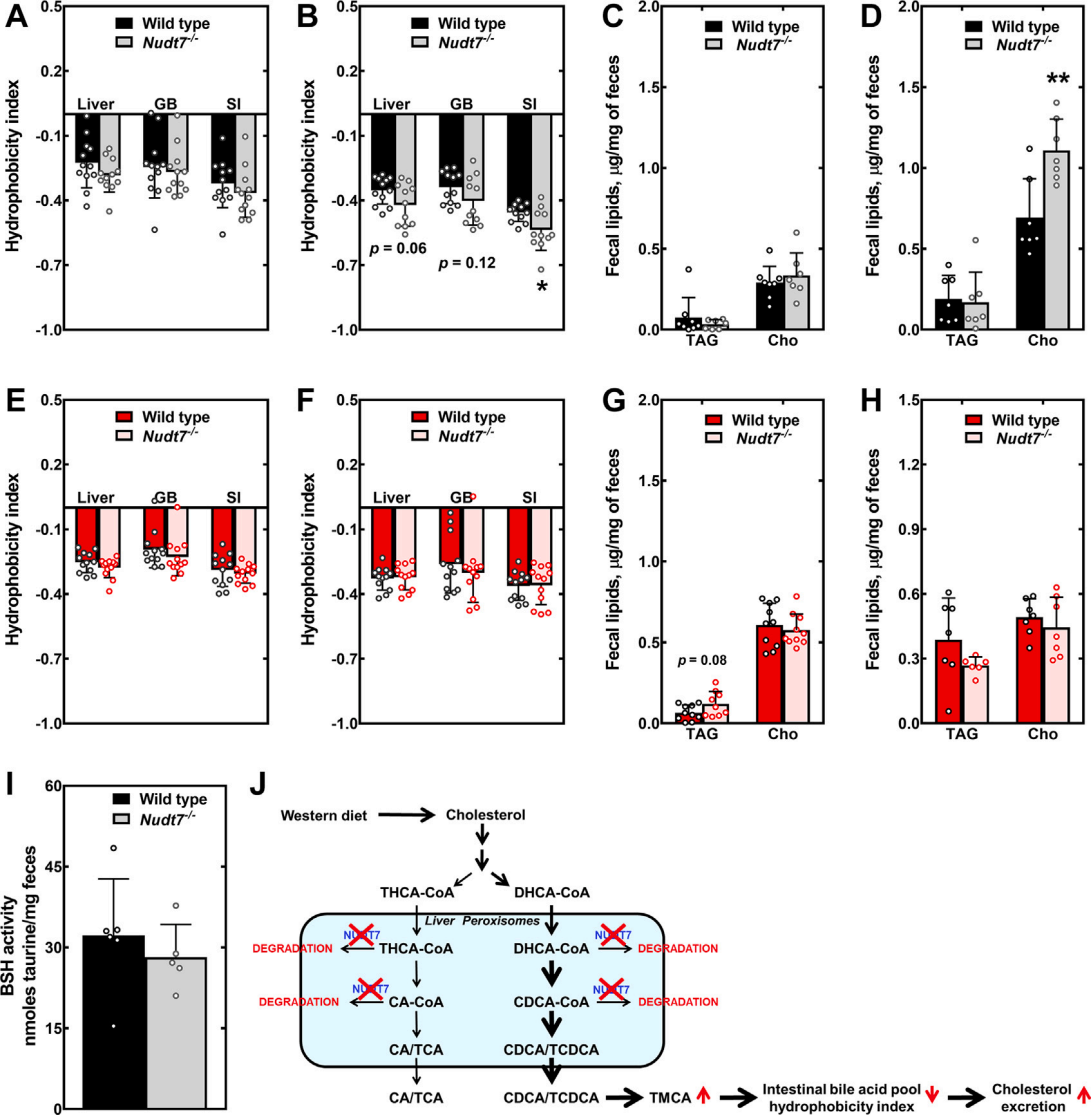
**Deletion of *Nudt7* decreased the hydrophobicity index of the intestinal bile acid pool and increases fecal cholesterol excretion in males fed the WD**. *A* and *E*, hydrophobicity index of the bile acid pools in males (*A*) and females (*E*) fed the CD. *B* and *F*, hydrophobicity index of the bile acid pools in males (*B*) and females (*F*) fed the WD. *C* and *G*, triacylglycerol (TAG) and cholesterol (Cho) levels in the feces of males (*C*) and females (*G*) fed the CD. *D* and *H*, triacylglycerol (TAG) and cholesterol (Cho) levels in the feces of males (*D*) and females (*H*) fed the WD. *I*, fecal BSH activity measured in males fed the WD. Data are shown as the mean (*bar*) of measurements conducted on individual mice (*circles*) ± SD. Student’s *t* test, ∗*p* < 0.05, ∗∗*p* < 0.01. *J*, effect of *Nudt7* deletion on the synthesis of TMCA and fecal cholesterol excretion in males fed the WD. BSH, bile salt hydrolase; CD, control diet; GB, gallbladder; SI, small intestine; TMCA, tauromuricholic acid; WD, Western diet.

### NUDT7 regulates the composition of the intestinal bile acid pool and the fecal excretion of cholesterol in male mice fed the WD

To gain further insight into the role that NUDT7 plays in the regulation of bile acid metabolism, we used a targeted analysis to quantify multiple primary and secondary bile acids in the liver, gallbladder, and small intestine of mice fed the CD and the WD (Figs. 6 and S3). Combining the concentration of all detected bile acids across these organs provided an estimate of the total bile acid pool size in each mouse. As expected, the relatively high cholesterol content of the WD diet increased the size of the total bile acid pool in both males and females (59, 60), with no differences between genotypes (Fig. 6, *A* and *G*). This was associated with a robust accumulation of the bile acid precursor 7α-hydroxy-4-cholesten-3-one (7α-hydroxycholestenone or C4) in the serum and liver of mice fed the WD (Tables 1 and S2) and with a ∼ 3-fold increase in the fecal excretion of bile acids (Fig. 6, *B* and *H*), regardless of gender and genotype. These results supported the conclusion that the WD-induced expansion of the total bile acid pool was due to increased *de novo* synthesis of these compounds in the liver, as opposed to decreased excretion. As serum C4 levels are considered a marker for the activity of CYP7A1 (61), the rate-limiting enzyme in the classic bile acid biosynthetic pathway, these results also indicated that feeding the WD increased the activity of this enzyme, independent of changes in transcript levels (Fig. S4, *C* and *F*).

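Cyp7a1, the gene of the rate-limiting enzyme of the classic pathway of bile acid synthesis, did not pass the test between the diets in any of the 4 groups (edgeR, n = 4 per diet). In males it stood at 90.4 ± 30.1 CPM (SD, n = 4) on the CD and 96.0 ± 50.4 on the WD in WT, and at 50.2 ± 26.7 and 78.0 ± 34.2 in KO mice. In females it stood at 125 ± 64.6 and 296 ± 73.0 in WT, and at 195 ± 263 and 299 ± 166 in KO mice, of which replicate 3 on the CD alone had 589 CPM. The log2 fold changes were 0.11, standard error 0.45, adjusted p = 0.902 in WT males and 0.64, standard error 0.50, adjusted p = 0.575 in KO males. They were 1.25, standard error 0.50, adjusted p = 0.572 in WT females and 0.62, standard error 0.99, adjusted p = 0.914 in KO females. DESeq2 with length offsets gave adjusted p = 0.932, 0.661, 0.658 and 0.966 in the same order. In WT females the unadjusted p was 0.0398.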

The two direct products of the bile acid biosynthetic pathways in mice are CA, CDCA, and their taurinated derivatives, which are then converted to other primary and secondary species in the liver and intestine, respectively. By separately plotting the total amount of CA and CDCA derivatives, we found that the diet had a significant effect on the concentration of CDCA-derived bile acids, leading to a ∼2-fold increase in mice fed the WD (Fig. 6, *C*, *D*, *I*, and *J*). 

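Cyp8b1, the gene of the sterol 12α-hydroxylase that directs bile acid synthesis to CA, fell in WT males from 436 ± 110.3 CPM on the CD to 216 ± 55.1 on the WD (SD, n = 4), where replicate 2 had 298. The log2 fold change had a standard error of 0.22 (adjusted p = 0.0193, edgeR), and the call was lost without WT males WD replicate 3 (0.0579). In KO males Cyp8b1 stood at 258 ± 79.8 and 247 ± 116 CPM (−0.05, standard error 0.39, adjusted p = 0.964). In WT females the log2 fold change was −0.11, standard error 0.21, adjusted p = 0.899, and in KO females −1.15, standard error 0.23, adjusted p = 0.124, which DESeq2 with length offsets called (adjusted p = 0.000111). The difference of the diet effect between KO and WT males was not called for Cyp8b1 (0.94, adjusted p = 0.384). Fold changes in WT males ran with transcript length across genes (Spearman 0.345).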

In WT males, feeding the WD was also associated with a significant downregulation of hepatic *Cyp8b1*, which could account for the diet-induced change in bile acid pool composition (Fig. S4*C*). In the *Nudt7*^*-/-*^ males fed the WD, the accumulation of CDCA derivatives was even higher than in WD-fed control males, narrowly missing statistical significance, and independent of differences in the expression of genes involved in bile acid synthesis (Figs. 6*D* and S4*C*). 

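Of 16 measured genes of bile acid synthesis none differed between KO and WT males on the WD (edgeR, n = 4 per group), also when adjusted over the list alone, and DESeq2 with length offsets called 0. The median log2 fold change of the list was −0.14 (camera adjusted p = 0.0336, lost with an estimated correlation, adjusted p = 0.567). Cyp7b1, the gene of the oxysterol 7α-hydroxylase of the alternative pathway, had a log2 fold change of KO over WT of −0.05, standard error 0.39, adjusted p = 0.975. On the WD against the CD, 4 genes of the list were higher and 2 lower in WT males and 2 higher in KO males (5 and 2, and 3, when adjusted over the list alone). Those higher in WT males include Scp2, a peroxisomal sterol carrier protein (0.60, standard error 0.13, adjusted p = 0.0120; 0.126 with length offsets). Others were Slc27a2, a very long-chain acyl-CoA synthetase (0.85, standard error 0.16, adjusted p = 0.00801), and Acox2, the oxidase of the side chain of bile acid intermediates (0.43, standard error 0.10, adjusted p = 0.0150). Of 13 genes of bile acid transport and FXR signaling none was called between the genotypes in males on the WD (1 lower when adjusted over the list alone). With the diet 4 were higher and 1 lower in WT and 2 higher in KO males. Abcc3, an exporter of bile acids to the blood, rose by 1.32, standard error 0.21, adjusted p = 0.00704 in WT and 2.27, standard error 0.19, adjusted p = 0.000146 in KO males. Slc10a1, the importer NTCP, fell in WT males (−0.64, standard error 0.12, adjusted p = 0.00689).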

The WD-induced changes in the concentration of CDCA-derived bile acids in female mice were overall more modest than those observed in males, with no differences between genotypes (Fig. 6*J*). Combined, these results indicated that *Nudt7* deletion did not affect the size of the total bile acid pool. However, under condition of increased bile acid synthesis, lack of NUDT7 activity exacerbated the accumulation of CDCA derivatives in male mice.

We next examined the composition of the individual bile acid pools. In mice fed the CD, deletion of *Nudt7* had no significant effect on the concentration of the bile acids detected in the liver and gall gladder, regardless of the gender (Fig. S3, *A*, *D*, *G*, and *J*). However, deletion of *Nudt7* was associated with a significant ∼25% drop in the concentration of intestinal taurocholic acid (TCA) in males and with the accumulation of taurochenodeoxyholic acid (TCDCA), taurodeoxycholic acid (TDCA), and tauroursodeoxycholic acid (TUDCA) acid in the intestine of female mice (Fig. 6, *E* and *K*). When fed the WD, both the liver and the small intestine of the *Nudt7*^*-/-*^ males exhibited a significant ∼25% increase in tauromuricholic acid (TMCA), one of the major primary bile acids in mice that derives from CDCA (Figs. 6*F* and S3*B*). In mice, TUDCA is considered to be a CDCA-derived primary bile acid (62), and the concentration of this compound was also significantly elevated in the small intestine of the WD-fed *Nudt7*^*-/-*^ males (Fig. 6*F*). Consistent with the net increase in the concentration of CDCA derivatives observed in these mice, the accumulation of TMCA and TUDCA was not compensated for by the ∼30% decrease in the concentration of the secondary bile acids taurolithocholic acid (TLCA) and taurohyodeoxycholic acid (THDCA), which are minor components of the hepatic and intestinal bile acid pools. As the bile acids move through the intestine, a portion of these compounds is deconjugated by the microbial enzyme bile salt hydrolase (BSH), a step that is required for their further metabolism by the gut microbiome and their conversion to secondary bile acids. To determine whether accumulation of TMCA and TUDCA in the *Nudt7*^*-/-*^ mice could be due to a decrease in deconjugation activity, we measured BSH activity in fecal extracts and found no differences between genotypes (Fig. 7*I*). Combined, these results suggested that *Nudt7* deletion further enhanced the synthesis of CDCA-derived primary bile acids already stimulated by WD feeding in male mice.

*Nudt7*^*-/-*^ females fed the WD did not show, by our targeted analysis, the extensive changes in hepatic bile acid levels detected by the untargeted metabolomics analysis. An exception was the robust 3-fold increase in the concentration of hepatic deoxycholic acid (DCA) compared to control females, which was detected by both analyses (Table S2 and Fig. S3*H*). Our targeted bile acid analysis was conducted on a larger number of mice and optimized for the extraction, separation, and quantitation of these metabolites, factors that likely account for the discrepancy between methodologies. No significant changes were found in the composition of the intestinal bile acid pool between genotypes, although TDCA tended to be higher in WD-fed *Nudt7*^*-/-*^ females than WT females (Fig. 6*L*). In both males and females fed the WD, the composition of the gallbladder bile acid pool was not significantly different between genotypes (Fig. S3, *D*, and *J*). These results indicated that deletion of *Nudt7* led to gender-specific perturbations in the composition of the hepatic and intestinal bile acid pools in mice fed a WD. In the small intestine, differences in bile acid pool composition were also observed in *Nudt7*^*-/-*^ mice fed the CD.

Bile acids can feed-back inhibit their own synthesis by binding to the nuclear receptor FXR in the liver and intestine with varying affinities (62, 63, 64, 65). To determine whether the observed alterations in intestinal bile acid composition affected FXR activity, we measured the transcript levels of two known FXR target genes: *Fgf15* and *Shp*. TCDCA and TDCA are potent FXR agonists (63, 64, 65). Consistent with the accumulation of these bile acids, we found the *Fgf15* transcript levels in the intestine of *Nudt7*^*-/-*^ females fed the CD to be significantly higher than WT females (Fig. S4*D*). Similarly, the decrease in the concentration of TCA, another FXR agonist, was mirrored by the downregulation of *Fgf15* in the intestine of *Nudt7*^*-/-*^ males fed the CD (Fig. S4*A*). In contrast, the increase in the concentration of TMCA, an FXR antagonist, was not sufficient to elicit changes in *Fgf15* mRNA levels in the intestine of *Nudt7*^*-/-*^ males fed the WD (Fig. S4*B*). Intestinal *Shp* expression was similar between genotypes, regardless of diet. In the liver, activation of FXR by bile acids cooperates with the action of intestine-derived FGF15/19 to blunt bile acid synthesis through the downregulation of *Cyp7a1* and *Cyp8b1* (66, 67, 68). However, neither of these two genes was differentially expressed between genotypes, regardless of the diet (Fig. S4, *C* and *F*), indicating that while the changes in bile acid composition in the *Nudt7*^*-/-*^ mice had some effect on intestinal FXR activity in mice fed the CD, they had no overt effect on the expression of genes involved in the synthesis of bile acids in the liver.

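Neither Cyp7a1 nor Cyp8b1 passed the test between KO and WT mice in any of the 4 groups of sex and diet (edgeR, n = 4 per genotype). For Cyp7a1 the log2 fold change was −0.83, standard error 0.43, adjusted p = 0.573 in males on the CD and −0.29, standard error 0.50, adjusted p = 0.875 in males on the WD. It was 0.64, standard error 1.02, adjusted p = 0.947 in females on the CD and 0.01, standard error 0.44, adjusted p = 0.999 in females on the WD. For Cyp8b1 it was −0.75, standard error 0.25, adjusted p = 0.495 and 0.20, standard error 0.37, adjusted p = 0.881 in males on the CD and WD, and 0.79, standard error 0.24, adjusted p = 0.697 and −0.26, standard error 0.20, adjusted p = 0.817 in females. At an unadjusted p under 0.05 stood Cyp8b1 in males on the CD (0.0148) and in females on the CD (0.00699), with opposite signs. DESeq2 with length offsets called neither gene (smallest adjusted p = 0.177, for Cyp8b1 in females on the CD). Of the genes of bile acid synthesis measured in each comparison none was called in males or females on either diet. From the expression of Cyp7a1 and Cyp8b1, the paper concludes that the changed bile acid composition of the KO mice had no overt effect on hepatic genes of bile acid synthesis.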

The composition of the bile acid pool can affect intestinal lipid absorption (45, 69, 70). To determine whether the changes in bile acid composition observed in the *Nudt7*^*-/-*^ mice altered the hydrophilic-hydrophobic balance of the bile acid pools, we calculated their hydrophobicity index (Fig. 7, *A*, *B*, *E*, and *F*). We found that the hydrophobicity index of the intestinal bile acid pool was significantly decreased in the *Nudt7*^*-/-*^ males fed the WD (Fig. 7*B*). In these mice, the hydrophobicity index of the liver bile acid pool also tended to be lower than that of control mice, without reaching statistical significance. In the liver and intestine, this effect was mainly driven by the higher molar fraction of TMCA, a very hydrophilic bile acid. The lower hydrophobicity index of the intestinal bile acid pool correlated with a robust increase in the concentration of cholesterol excreted in the feces of the *Nudt7*^*-/-*^ mice fed the WD, with no difference in the levels of triacylglycerols (Fig. 7*D*). The hydrophobicity index of the liver, gallbladder, and small intestine bile acid pools remained comparable between genotypes in female mice, regardless of the diet (Fig. 7, *E* and *F*). Consistent with this finding, the amount of cholesterol excreted in the feces was similar between WT and *Nudt7*^*-/-*^ females (Fig. 7, *G* and *H*). Taken together, these results support the conclusion that, in the context of increased cholesterol intake and bile acid synthesis, the (acyl-)CoA-degrading activity of NUDT7 contributes to the regulation of intestinal cholesterol absorption by modulating the composition of the bile acid pool in male mice (Fig. 7*J*).

## Discussion

While four enzymes are now known to hydrolyze CoA species at the phosphodiester bond in different organs and subcellular organelles, the physiological functions and metabolic processes regulated by these enzymes are still poorly characterized (21, 22, 25, 26). Having previously shown that liver-specific overexpression of NUDT7 was not sufficient to prevent the increase in total hepatic CoA levels that occurs in fasted mice (49), a primary goal of this study was to determine whether the lack of this peroxisomal enzyme could regulate total CoA levels under conditions, such as the fed state, when hepatic NUDT7 protein levels are at their highest (18, 24). We found that deletion of *Nudt7* in mice fed the CD decreased the total CoA-degrading activity detected in liver homogenates by 80%; however, this dramatic drop in activity was not associated with differences in total hepatic CoA levels between genotypes, regardless of the nutritional state. Combined with the overexpression study (49), these findings clearly show that the activity of NUDT7 does not contribute to the changes in total hepatic CoA levels that occur between the fed and fasted states (16, 17, 18). These results also support the conclusion that, in spite of the abundance of NUDT7 in the liver, the hydrolytic activity of this enzyme may be limited by the substrate availability inside the peroxisomes, which are estimated to contain only a small percentage of the total cellular CoA (11, 12). It remains to be determined which of the other CoA-degrading enzymes, alone or in combination, is responsible for lowering total hepatic CoA levels during the transition from the fasted state to the fed state. As NUDT19 levels are hardly detectable in mouse liver under these conditions (24), NUDT8 and FIT2 are the most likely candidates (25, 26). We also cannot rule out the existence of additional, currently unknown enzymes with the ability to break down CoA species.

Unlike what we observed in mice fed the CD, *Nudt7* deletion led to a robust increase in total hepatic CoA levels in male mice fed the WD, an effect that was primarily driven by the gender-specific accumulation of MCD acyl-CoAs (Fig. 4, *I*–*K*). These metabolites can be generated by the shortening of long-chain (≥C12) dicarboxylic fatty acids, a process that preferentially occurs in the peroxisomes by the action of the same set of enzymes that oxidize palmitic acid (33, 34, 71, 72, 73, 74). Long-chain dicarboxylic fatty acids are formed from the correspondent monocarboxylic fatty acids through oxidation of the terminal methyl group. This process, called ω-oxidation, is initiated by microsomal enzymes that belong to the CYP4A family (75, 76, 77) and is induced under conditions that increase the fatty acid supply to the liver (30, 31, 32, 78). Compared to mice fed the CD, feeding the WD led to a significant, male-specific upregulation of *Cyp4a* genes involved in ω-oxidation (32, 79) in the liver of both WT and *Nudt7*^*-/-*^ mice (Fig. S2*F*). 

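Of 7 measured genes of ω-oxidation, which hydroxylates and oxidizes fatty acids at their far end, 3 were higher on the WD in WT males and 3 in KO males (edgeR, n = 4 per diet), and none was lower. Over the list alone 4 and 5 were higher. In WT males these were Cyp4a12b (1.72, standard error 0.29, adjusted p = 0.0120), Cyp4a32 (0.97, standard error 0.24, adjusted p = 0.0275) and Aldh3a2, the fatty aldehyde dehydrogenase of the last step (1.45, standard error 0.21, adjusted p = 0.00369). The call of Cyp4a32 was lost without WT males CD replicates 1 (0.0693), 2 (0.0627) and 3 (0.0829) and WT males WD replicate 3 (0.0760). In KO males they were Cyp4a10, Cyp4a31 (1.74, standard error 0.36, adjusted p = 0.0371) and Aldh3a2 (1.86, standard error 0.18, adjusted p = 0.000390). Cyp4a31 was not called without KO males CD replicates 1 (0.103), 2 (0.102), 3 (0.0598) and 4 (0.0963) and KO males WD replicate 3 (0.0702). In WT males Cyp4a10 and Cyp4a14 did not pass (1.73, standard error 0.80, adjusted p = 0.213 and 1.54, standard error 1.35, adjusted p = 0.506; DESeq2 with length offsets gave adjusted p = 0.139 and 0.526). In females 0 of 5 measured members were higher in WT (1 over the list alone) and 1 in KO mice, which was Aldh3a2 (0.64, standard error 0.09, adjusted p = 0.0293). That call was lost without KO females CD replicates 2 (0.0748) and 4 (0.0693) and KO females WD replicates 1 (0.134), 2 (0.0574) and 3 (0.116). The diet effect on the list differed between the sexes (camera adjusted p = 3.71e-08, and 0.0184 with an estimated correlation). Of its members Aldh3a2 passed over all genes and 5 of 7 when adjusted over the list alone. Camera gave adjusted p = 2.49e-06 in WT and 8.38e-13 in KO males, of which the first was lost with an estimated correlation (adjusted p = 0.0582) and the second held (0.0100). The Cyp4a genes are near copies of one another, so that reads can be shared among them.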

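In KO males Cyp4a10 rose from 50.4 ± 12.0 CPM on the CD to 634 ± 353 on the WD (SD, n = 4), a log2 fold change of 3.67, standard error 0.44, adjusted p = 0.00641 or 12.7-fold (edgeR). Cyp4a14 stood at 35.7 ± 35.2 and 515 ± 414 CPM on the 2 diets and did not pass with edgeR (3.88, standard error 0.99, adjusted p = 0.107; 14.8-fold), while DESeq2 with length offsets called it (adjusted p = 0.000681). The fold of Cyp4a14 moved with single libraries, to 26.1 without KO males CD replicate 4 and to 8.91 without KO males WD replicate 4. In WT males Cyp4a10 stood at 154 ± 121 and 507 ± 315 CPM and Cyp4a14 at 155 ± 169.8 and 449 ± 432. The difference of the diet effect between KO and WT males was not called for Cyp4a10 (1.94, standard error 0.92, adjusted p = 0.402) or Cyp4a14 (2.32, standard error 1.36, adjusted p = 0.524). The WT and KO levels on the WD did not differ in males (log2 fold change of KO over WT 0.34, standard error 0.56, adjusted p = 0.870 for Cyp4a10 and 0.21, standard error 0.98, adjusted p = 0.959 for Cyp4a14).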

The most dramatic effect was observed in the *Nudt7*^*-/-*^ males, which showed a 12-fold and 15-fold upregulation of *Cyp4a10* and *Cyp4a14*, respectively (Fig. S2*F* and Table S3). NUDT7 transcript and protein levels were also significantly more abundant in the liver of male mice than female mice (Figs. 1, *D*, *E* and S2, *A*–*C*), consistent with previous studies investigating gender-specific hepatic gene expression (80, 81) and with the higher total CoA-degrading activity in liver homogenates obtained from male mice (Fig. 1*C*). The higher concentration of NUDT7, combined with the upregulation of the peroxisomal fatty acid oxidation pathway and the males-specific upregulation of *Cyp4a* genes, could explain the accumulation of MCD acyl-CoAs in the liver of *Nudt7*^*-/-*^ male, but not female, mice fed the WD. Under these conditions, the increase in the concentration of MCD acyl-CoAs occurred without affecting the rate of their production through fatty acid β-oxidation, strongly suggesting that these metabolites are NUDT7 substrates *in vivo*. Interestingly, enzymes that could compete for the same substrates within the peroxisomes, such as carnitine octanoyltransferase, CROT, and acyl-CoA thioesterases ACOT4, and ACOT8 (29, 82), were not able to prevent the accumulation of MCD acyl-CoAs in the liver of the *Nudt7*^*-/-*^ mice, supporting the conclusion that degradation by NUDT7 is an important step in the downstream metabolism of these products.

In addition to MCD acyl-CoAs, decenoyl-CoA and malonyl-CoA were also found to accumulate in the liver of both male and female *Nudt7*^*-/-*^ mice under different conditions (Fig. 2, *A*, *B*, *D*, and *E*). Decenoyl-CoA can be formed in the peroxisomes as an intermediate product of the fatty acid β-oxidation pathway (73). Interestingly, degradation of decenoyl-CoA by NUDT7 would halt the oxidation of a fatty acid at the 10 carbon length, potentially contributing to the known acyl-chain shortening, as opposed to full oxidation, that occurs in these organelles. The buildup of malonyl-CoA in the liver of both male and female *Nudt7*^*-/-*^ mice was detectable only in the fasted state. Depending on the mode and site of its production under these conditions, malonyl-CoA may or may not be a direct substrate for NUDT7 *in vivo*. Indeed, malonyl-CoA could be produced by the complete oxidation of odd-chain dicarboxylic fatty acids within the peroxisomes or by the re-activation of peroxisome-derived acetate to acetyl-CoA in the cytosol, followed by carboxylation. Based on the fact that the accumulation of malonyl-CoA did not significantly affect the rate of mitochondrial fatty acid oxidation in primary hepatocytes (Fig. 2, *C* and *F*) and that the activity of acetyl-CoA carboxylase is expected to be low in the fasted state (83), we currently deem more likely that malonyl-CoA accumulated within the peroxisomes due to the lack of NUDT7-mediated *in situ* degradation. Obtaining direct proof would require the measurement of the acyl-CoA pool composition in both cytosol- and peroxisome-enriched subcellular fractions. Major technical improvements have now made this type of analysis possible in cytosolic-, mitochondrial-, and nuclear-enriched fractions (14, 84, 85, 86); however, the isolation of intact peroxisomes that are uncontaminated by other organelles remains a challenge (25, 87). Accumulation of malonyl-CoA in immature murine articular chondrocytes isolated from an independently derived *Nudt7*^*-/-*^ mouse model further support a role for NUDT7 activity in the regulation of this metabolite (50).

The second major goal of this study was to gain insight into the role that NUDT7 plays in the regulation of liver metabolism. Consistent with the key role that peroxisomes play in lipid metabolism, untargeted metabolomics revealed that *Nudt7* deletion affected the concentration of fatty acids, acylcarnitines, bile acids, sphingolipids, and ceramides (Fig. 5, *B*–*E*). We then focused our targeted analysis on peroxisomal fatty acid β-oxidation and bile acid metabolism. Both these processes were blunted in the liver of mice overexpressing NUDT7 (49) and could have been linked to the changes in fatty acids, acyl-carnitines, and bile acids observed in the livers of the *Nudt7*^*-/-*^ mice. In mice with liver-specific overexpression of NUDT7, the decrease in the rate of peroxisomal fatty acid oxidation was associated with a trend toward lower levels of hepatic free CoA. This NUDT7 substrate is required for each step of fatty acid oxidation and its concentration could have been locally decreased by increased degradation in the peroxisomes. In the *Nudt7*^*-/-*^ mice, deletion of *Nudt7* did not change the rate of hepatic peroxisomal fatty acid β-oxidation, regardless of the diet and nutritional state. These results suggest that deletion of *Nudt7* had either no effect on the local concentration of CoA or that a potential increase in peroxisomal CoA was unable to accelerate reactions whose rate was set by enzyme activity. Importantly, these results indicate that the decrease in NUDT7-driven acyl-CoA degradation that occurs with fasting in WT livers does not contribute to the increased rate of fatty acid β-oxidation that occurs from the fed to the fasted state (56, 88). Interestingly, knockdown of *NUDT7* in chondrocytes decreases catalase activity and the number of peroxisomes, leading to lipid accumulation (50). We did not observe either lipid accumulation or differences in peroxisomal fatty acid oxidation in the liver of *Nudt7*^*-/-*^ mice (Table 1, Figs. 2 and 4), suggesting a potential tissue-specific function for this enzyme. While this article was under review, Song J. *et al.* reported that their independently generated, chow-fed *Nudt7*^*+/-*^ and *Nudt7*^*-/-*^ mice accumulated triacylglycerols in the liver. The *Nudt7*^*+/*-^ mice also contained a higher hepatic content of palmitate and elevated transcript levels of PPARγ target genes such as *Cd36*, *Fabp4*, and *Il6* (89). While we did not observe any of these changes, the animals we studied were significantly younger than the 12 month-old *Nudt7*^*+/-*^ and *Nudt7*^*-/-*^ mice described by Song J. *et al.* Age-dependent differences in hepatic metabolism, including accumulation of triacylglycerols, are well documented (90, 91, 92); thus, the findings by Song J. *et al.* raise the intriguing possibility that deletion of *Nudt7* may exacerbate the metabolic changes observed in aging mice.

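Cd36, the gene of a fatty acid translocase, and Fabp4, that of a fatty acid-binding protein of adipocytes and macrophages, were not called between KO and WT mice in any of the 4 groups of sex and diet (edgeR, n = 4 per genotype). For Cd36 the log2 fold change of KO over WT was −0.67, standard error 0.35, adjusted p = 0.577 in males on the CD and 0.80, standard error 0.22, adjusted p = 0.464 in males on the WD. It was 0.01, standard error 0.30, adjusted p = 0.996 in females on the CD and −0.76, standard error 0.28, adjusted p = 0.591 in females on the WD. Of the KO males on the WD, replicate 3 had 131 CPM of Cd36 and the group 180 ± 33.0 (SD, n = 4). For Fabp4 it was −0.71, standard error 0.15, adjusted p = 0.339 and −0.37, standard error 0.48, adjusted p = 0.822 in males on the CD and WD. In females it was −0.01, standard error 0.37, adjusted p = 0.996 and 0.65, standard error 0.69, adjusted p = 0.863. DESeq2 with length offsets called the lower level of Fabp4 in KO males on the CD (adjusted p = 0.00401), with 11.4 ± 1.64 CPM in WT and 6.89 ± 1.02 in KO mice. On the WD replicate 4 of the WT males and replicate 4 of the KO females had 31.7 and 40.3 CPM of Fabp4. Il6, the gene of interleukin 6, had too few counts to be tested. Of the 2 genes tested, none was called when taken as a list between the genotypes over all genes. Adjusted over the list alone, 1 was lower in KO males on the CD and 1 higher in KO males on the WD (camera adjusted p = 0.00175 and 0.169, and adjusted p = 0.289 and 0.556 with an estimated correlation). With the diet Cd36 rose in KO males (2.34, standard error 0.16, adjusted p = 3.86e-05).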

As mentioned above, deletion of *Nudt7* had no effect on hepatic fatty acid β-oxidation; however, eliminating the activity of this enzyme changed the composition of the total bile acid pool, an effect that was more pronounced in male *Nudt7*^*-/-*^ mice fed the WD. Bile acid synthesis in the liver involves at least 17 different enzymes and multiple subcellular compartments, including the cytosol, mitochondria, ER, and peroxisomes, where the synthesis of CA, CDCA, and their taurinated derivatives is completed (40, 41). Both composition and size of the total bile acid pool are important for the regulation of glucose and lipid metabolism, and the opposite diurnal rhythm and fast/feeding regulation exhibited by CYP7A1 and CYP8B1 underscores the importance of balancing the total amount of bile acids with the appropriate ratio of hydrophilic to hydrophobic bile acids (44, 93). Indeed, bile acid composition can affect intestinal lipid absorption and signaling through FXR and G protein–coupled bile acid receptor 1 (TGR5) (94). In mice, CDCA is efficiently hydroxylated to α- and β-muricholic acid (MCA) by CYP2C70 (95, 96), and TMCAs are major, hydrophilic components of the total bile acid pool. Our data showed that the high cholesterol content of the WD resulted in the expansion of bile acid pool driven by the selective accumulation of CDCA derivatives. In males, this effect was more robust and, interestingly, correlated with 7- to 9-fold higher transcript levels of *Cyp7b1*, a key enzyme in the alternative bile acid biosynthetic pathway that yields CDCA and is known to be expressed in a gender-specific manner (Table S3) (46, 81, 97). 

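Cyp7b1, which encodes the oxysterol 7α-hydroxylase of the alternative pathway and lies on chromosome 3 from 18071950 to 18243338 of GRCm38, was lower in females than in males of each genotype and diet (edgeR, n = 4 per sex). On the CD it stood at 99.0 ± 28.9 CPM in WT males (SD, n = 4), of which replicate 1 had 55.9, and 13.1 ± 2.25 in WT females. It stood at 147 ± 58.9 in KO males, of which replicate 3 had 234, and 14.9 ± 2.96 in KO females. On the WD it stood at 171 ± 73.7 and 17.4 ± 3.97 in WT and at 163 ± 74.8 and 22.3 ± 5.88 in KO mice. The log2 fold change of females over males was −2.91, standard error 0.23, adjusted p = 5.49e-05 in WT mice on the CD and −3.29, standard error 0.28, adjusted p = 0.000164 in KO mice on the CD. It was −3.27, standard error 0.34, adjusted p = 0.00113 in WT mice on the WD and −2.88, standard error 0.37, adjusted p = 0.00415 in KO mice on the WD. All 4 calls held in each fit that left out 1 library.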

Under these conditions, deletion of *Nudt7* exacerbated the WD-induced effect, resulting in the accumulation of TMCA in both the liver and small intestine of the *Nudt7*^*-/-*^ male mice. These results suggest that, when the flux through the bile acid biosynthetic pathway increases, NUDT7-dependent peroxisomal degradation of bile acid intermediates in the liver blunts the production of CDCA and its downstream conversion to TMCA. Thus, under these conditions, hepatic NUDT7 contributes to the regulation of the composition of the bile acid pool by modulating substrate availability for the last, peroxisomal steps in the bile acid biosynthetic pathway. Evidence supporting the conclusion that this phenotype is driven by the liver include the very high expression levels of NUDT7 in this organ (Fig. 1*B*), the selective increase in two primary bile acids TMCA and TUDCA (Fig. 6*F*), and the fact that the BSH activity was similar between genotypes (Fig. 7*I*). Modest changes in the hepatic and intestinal concentration of the secondary bile acids hyodeoxycholic acid (HDCA), THDCA, and TLCA in male mice fed the WD (Figs. 6*F* and S3*B*) also suggest that deletion of *Nudt7* might alter the 7-dehydroxylase activity of the gut microbiome, a multi-step process catalyzed by bile-acid inducible (*bai*) genes (98, 99).

Recombinant NUDT7 efficiently hydrolyzes THCA-CoA and CA-CoA (23). The effect that overexpression (49) or removal of this enzyme has on the bile acid composition of the liver strongly supports the conclusion that NUDT7 can also hydrolyze DHCA-CoA and/or CDCA-CoA. This activity, however, becomes consequential only under conditions of increased synthesis of these substrates, suggesting that, in male mice fed the CD, NUDT7 cannot compete with BAAT and ACOT8, enzymes that convert these acyl-CoAs to CDCA, CA, and their taurine conjugates (29, 100).

While TCA, a major component of the total bile acid pool, promotes cholesterol absorption, TMCA is a more hydrophilic bile acid, which can lower the capacity of the mixed micelles in the intestinal lumen to solubilize cholesterol, increasing the fecal excretion of this lipid. This has been reported, for example, in mice fed MCAs or over-producing them due to knockdown or deletion of *Cyp8b1*, which severely decrease or eliminate the production of TCA (45, 70, 101, 102). Consistent with the decrease in the hydrophobicity index of the intestinal bile acid pool, we observed increased cholesterol excretion in the *Nudt7*^*-/-*^ males fed the WD. This effect, however, was not sufficient to significantly change liver and serum total cholesterol levels (Table 1). Interestingly, as humans do not synthesize MCAs, inhibition of NUDT7 may result in higher concentrations of CDCA and conjugated derivatives, which could elicit some beneficial effects on lipid and glucose metabolism through activation of FXR and/or TGR5, following conversion of CDCA to lithocholic acid (LCA) (94, 103, 104). In female *Nudt7*^*-/-*^ mice fed the CD, the higher intestinal concentration of TCDCA was indeed associated with FXR activation and with a trend toward increased fecal excretion of triacylglycerol (Figs. 7*G* and S4*D*) (105).

The composition of the bile acid pool is also linked to the risk of developing colorectal cancer (CRC) (106, 107, 108). Thus, the ability of NUDT7 to regulate the synthesis of CDCA derivatives may also explain the recently recognized association between this enzyme and CRC. Indeed, *NUDT7* has been identified as a candidate susceptibility gene for familial CRC, with an early truncation, p.Y37X, found in two patients (109). Additionally, *Nudt7*^*-/-*^ mice treated with a combination of azoxymethane and dextran sulfate sodium develop more polyps and adenocarcinoma than WT mice (51). The changes in bile acid composition that stimulate the development of CRC have recently been linked to their effect on FXR activity (107), and deletion of *Nudt7* affected FXR activity in a diet- and gender-specific manner (Fig. S4). Thus, while our studies have identified NUDT7 as a novel player in the regulation of the composition of the bile acid pool, they also suggest that the extent to which modulating the activity of this enzyme would be beneficial will be highly context dependent.

## Experimental procedures

Reagents were purchased from the following suppliers: GAPDH and catalase antibodies from Cell Signaling Technologies; horseradish peroxidase–conjugated goat anti-rabbit secondary antibody from Thermo Fisher Scientific; bile acid standards from CDN Isotopes, Cambridge Isotope Labs, and Avanti Polar Lipids; MS-grade acetonitrile from Honeywell; TRI Reagent from Molecular Research Center, Inc.; ^14^C-palmitic acid from American Radiolabeled Chemicals, and etomoxir from Tocris Bioscience. The NUDT7 antibody was generated as described previously (18). All other chemicals were of analytical grade or better and were purchased from Sigma-Aldrich or Thermo Fisher Scientific, unless stated otherwise.

### Generation of the *Nudt7*^*-/-*^ mice and animal studies

Whole-body *Nudt7*^*-/-*^ mice were generated by CRISPR/Cas9 genome editing, which resulted in the deletion of exons 3 and 4 in the process of flanking this DNA region with LoxP sites. 

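Nudt7 lies on the plus strand of chromosome 8 from 114133557 to 114154739 of GRCm38, and its transcript ENSMUST00000073521 has 4 exons. Exon 3 runs from 114147895 to 114148053 and exon 4 from 114151654 to 114154739. The guide 3g matches the minus strand of exon 4 from 114152408 to 114152430, in the 3′ UTR, and leaves 2309 bases of this transcript beyond it. The guide 5g was not found within a transcript. Of the 5 annotated transcripts only ENSMUST00000073521 reaches the site of 3g. In the 16 KO libraries ENSMUST00000066514 and ENSMUST00000147605 had an estimated count of 0 in all 16, against medians of 894 and 1154 in the 16 WT libraries. ENSMUST00000134593, which has no exon 4, was at 0 in 15 KO libraries and at 1.40 in the other, against a median of 88.3 in WT. ENSMUST00000073521 kept a median of 270.5 counts in KO (range 107 to 1360.3), against 578 in WT. ENSMUST00000109109, whose first exon alone has 1823 bases, kept 312 against 498. The counts are Salmon's assignments of reads to whole transcripts, so they do not show which exons the reads of the KO libraries cover.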

Single guide RNAs (5g, 5′-TCCCAACCCAACATAGTGGAAGG-3′ and 3g, 5′-TGGAATTACTCCCTAACCCCAGG-3′, protospacer adjacent motif sequences underlined) were selected and provided in a microinjection cocktail by Applied StemCell. The microinjection cocktail, which also included Cas9 mRNA and single-stranded donor oligonucleotides containing LoxP sequences and *NdeI* restriction sites, was injected into FVB mouse zygotes by the WVU Transgenic Core Facility. We obtained a single mosaic founder containing WT, floxed, and KO alleles (Fig. 1*A*). Breeding of the founder with a C57BL/6J mouse allowed us to isolate *Nudt7*^*+/-*^ mice. Amplification and sequencing of a 330 bp band obtained by multiplex PCR analysis using the Accustart II PCR Genotyping Kit (QuantaBio) and primers 5tf (5′-AGTGGCACACACTACACAAACA-3′), ko (5′-GGTGATCAAACTCAGAACCGTATGC-3′), and 5tr (5′-CTCCTGGGCTTCACGGAGAG-3′) confirmed the excision of exons 3 and 4 at the targeted sites. The WT allele yielded a product of 574 bp. The *Nudt7*^*+/−*^ mice were backcrossed onto a C57BL/6J background for six generations and then bred to generate *Nudt7*^*−/−*^ mice and *Nudt7*^*+/+*^ littermate controls.

Mice were housed at a room temperature of 22.2 ± 0.2 °C, room humidity of 40% ± 2%, and a 12-h light/12-h dark cycle, with the dark cycle starting at 6:00 PM. A WD (Research Diets D12079B, 41% kcal from fat, and 0.2% cholesterol,) or low-fat CD (Research Diets 98121701, 10% kcal from fat, 0% cholesterol) were fed to the *Nudt7*^*−/−*^ and WT mice starting at 6 weeks of age until they were sacrificed between 17 and 20 weeks of age. Age-matched male and female mice were used in all experiments. Mice were either harvested in the fed state at 7:00 AM or in the fasted state after being placed in cages with grids without food for 24 h. Food consumption was measured by individually housing mice in cages with grids, providing them with a pre-weighed amount of food and weighing the food remaining after 72 h. Feces collection was performed in conjunction with food monitoring studies. Blood glucose was measured either in the fed state or after fasting for 24 h. Body weight monitoring was initiated at 6 weeks of age, with repeated measurements taken every two weeks. Tissue harvest was initiated by administration of isoflurane, followed by blood collection by cardiac puncture and subsequent removal of the liver, gallbladder, and small intestine. Tissue samples were quickly weighed before flash-freezing in liquid nitrogen, then stored at −80 °C until analysis. Blood samples were allowed to clot, before being centrifuged at 10,000*g* for 10 min to isolate serum. All studies were approved by the Institutional Animal Care and Use Committees of West Virginia University.

### Targeted and untargeted metabolomics

For the analysis of the hepatic acyl-CoA pool composition, CoA species were extracted and analyzed as previously described (49). The bile acid pool composition of liver, gallbladder, and small intestine was analyzed as described by Zhang, Y. *et al* (110). Briefly, flash-frozen liver or small intestine samples (∼120 mg) were homogenized in 600 μl of water. For the small intestine, 60 μl of this homogenate were transferred to another tube to be used for the extraction. A deuterated bile acid internal standard mix was added to each homogenate (20.8 μl for liver samples, 58.3 μl for small intestine samples) such that the final concentrations of internal standards in the resuspended samples were 8 μg/ml of ^2^H_5_-β-MCA, 2 μg/ml of ^2^H_4_-CDCA, 4 μg/ml ^2^H_4_-TCDCA, 0.5 μg/ml of ^2^H_4_-ursodeoxycholic acid (UDCA), and 1 μg/ml ^2^H_4_-TUDCA. Alkaline acetonitrile (3 ml) was added to the homogenates, and the samples were shaken at 300 rpm at room temperature for 1 h. Following centrifugation at 1600*g* for 10 min, the supernatants were removed, while the pellets were resuspended in 2 ml of ethanol and sonicated using a probe sonicator set on pulse, the output control set at 3, and the duty cycle set at 50%. The sonicated pellets were spun down again, and the supernatants pooled with the previous fractions to be dried under nitrogen flow. Dry extracts were stored at −80 °C until analysis. Gallbladder samples were prepared by homogenization in 500 μl of 75% ethanol, followed by dilution (1:50) in 50% methanol to a volume of 100 μl, and by the addition of 8.3 μl of deuterated standard mix. The LC/MS/MS analysis was conducted in the Metabolome Analysis Facility at West Virginia University on an AB Sciex QTrap 5500 mass spectrometer connected to an AB Sciex Exion UPLC and controlled by Analyst Version 1.6.3 software. Frozen extracts were resuspended in 50% methanol (250 μl for liver samples, 700 μl for small intestine samples) and fractionated at 0.4 ml/min onto an Acquity UPLC BEH C18 column (2.1 × 100 mm, 1.7 μm particle size, Waters) kept at 45 °C and equilibrated with 92% buffer A (10 mM ammonium acetate in 20% acetonitrile, pH = 6.8) and 8% buffer B (10 mM ammonium acetate in 80% acetonitrile, pH = 6.8). Following injection of the samples (7.5 μl for liver and gallbladder samples, 3 μl for small intestine samples), the concentration of buffer B was maintained at 8% for an additional 3 min, then increased to 14% in 8 min, 25% in 3 min, 50% in 5 min, 60% in 2 min, and 80% in 1 min. The concentration of buffer B was maintained at 80% for 3 min before decreasing to the initial 8% in 3 min and allowing the column to equilibrate for 2 min. Bile acids were detected in negative mode using the following parameters: ion spray voltage of -3.5 kV, temperature of 550 °C, ion source gas 1 and 2 both set at 60, collision gas set at medium, and curtain gas set at 40. The collision cell exit potential was set to -13 V for all species. The entrance potential (EP) was set to -10 V for all species except HDCA (EP = −4 V) and ^2^H_4_-UDCA (EP = −8 V). The collision energy was set at −65 V for TCDCA and TMCA; −61 V for ^2^H_4_-TUDCA; −60V for TCA, TUDCA, THDCA, and ^2^H_4_-TCDCA; −55 V for TDCA and TLCA; −45 V for CA; −40 V for THCA, DHCA, CDCA, LCA; −35 V for UDCA and ^2^H_4_-UDCA; −30 V for α-MCA, β-MCA, DCA, HDCA, ^2^H_4_-CDCA, and ^2^H_5_-β-MCA. The retention times and Q1, Q3 mass transitions can be found in Table S1. Calibration curves for each bile acid were obtained at the beginning and end of each analysis and averaged. Peak analysis was conducted using MultiQuant 3.0.2. Peak areas corresponding to β-MCA and α-MCA were normalized to ^2^H_5_-β-MCA or ^2^H_4_-CDCA; peak areas corresponding to UDCA, HDCA, and CA were normalized to ^2^H_4_-UDCA; peak areas corresponding to CDCA, DCA, LCA, and THCA were normalized to ^2^H_4_-CDCA; peak areas corresponding to TMCA, TUDCA, THDCA, and TCA were normalized to ^2^H_4_-TUDCA; peak areas corresponding to TCDCA, TDCA, and TLCA were normalized to ^2^H_4_-TCDCA. Corrected peak areas were further normalized to the tissue weight and converted to absolute units using the calibration curves. The bile acid pool size of each organ was calculated by multiplying the concentration of each bile acid by the total organ weight, followed by the addition of all the products. The liver, gallbladder, and small intestine bile acid pools where then summed to obtain the total bile pool per mouse. To determine the total amount of CA derivatives, CA, TCA, DCA, and TDCA were combined across organs. All other bile acids were combined to determine the total amount of CDCA derivatives. The hydrophobicity index of the liver, gallbladder, and intestine bile acid pools was calculated from the molar fractions of the taurinated bile acid, as described by Heuman D. M (111). Serum levels of C4 were determined as described by Steiner C. *et al* (112), with minor modifications, in the Metabolome Analysis Facility at West Virginia University on an AB Sciex QTrap 5500 mass spectrometer connected to an AB Sciex Exion UPLC and controlled by Analyst Version 1.6.3 software. Briefly, 70 μl of serum were mixed with 416 μl of water, 3.6 μl of methanol, and 35 μl of a 0.5 μM solution of C4-d7 internal standard in methanol (Toronto Research Chemicals), followed by the addition of 42 μl of 1 M HCl. Solid phase extraction was performed using HF Bond Elut C18 columns (200 mg, Agilent technologies) and eluting the samples with 3 ml of methanol. The samples were dried under nitrogen flow and resuspended in 80 μl of methanol, before adding 10 μl of a 10 mM solution of ammonium acetate. The resuspended samples were incubated at room temperature for 10 min and then spun down at 20,000*g* for 10 min at 10 °C. A 65 μl aliquot of each sample was transferred to vials, and 10 μl was injected onto a Accucore RP-MS column (4.6 × 100 mm, 2.6 μm particle size, Thermo Fisher Scientific) kept at 25 °C and equilibrated in 5% buffer A (10 mM ammonium acetate, pH 6.5) and 95% of buffer B (methanol). This buffer composition was maintained for 12 min, with a flow rate of 0.4 ml/min. C4 and C4-d7 were eluted at 6.2 min and detected in positive mode, monitoring the transitions 401.3 to 383.3 *m/z* and 408.3 to 390.3 *m/z*, respectively. The following settings were used: ion spray voltage of 3.5 kV, temperature of 550 °C, ion source gas 1 and 2 both set at 60, collision gas set at medium, and curtain gas set at 40. The collision cell exit potential was set to 15 V, the EP was set to 13 V, and the collision energy was set to 30 V. A C4 calibration curve was obtained in the 6.25 to 400 nM range and used to quantitate the amount of C4 present in the serum samples. Global metabolomics profiling and related statistical and pathway enrichment analyses were conducted by Metabolon, Inc. Peak intensities normalized to tissue weights and significantly changed metabolites are reported in Table S2. Principal component analysis were conducted using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/) (113).

### Western blotting

Liver, heart, brown adipose tissue, and white adipose tissue samples (20–50 mg) were homogenized in 200 μl of radioimmunoprecipitation assay buffer supplemented with 1 × protease inhibitor cocktail. Small intestine and colon samples were homogenized in 200 μl of radioimmunoprecipitation assay buffer supplemented with 5 mM EDTA, 1 mM PMSF, and 5 × protease inhibitor cocktail. Homogenates were centrifuged at 10,000*g* for 10 min at 4 °C. Proteins (50–100 μg) were fractionated on 4 to 12% bis–Tris polyacrylamide gels, transferred onto PVDF membranes, and visualized by Ponceau S staining. The GAPDH antibody was used at a 1:3000 dilution and incubated at 4 °C overnight. The catalase and NUDT7 antibodies were used at a 1:500 and 1:6000 dilution, respectively, incubating for 1 h at room temperature. Horseradish peroxidase–conjugated goat anti-rabbit IgG was used as the secondary antibody at a 1:22,500 dilution, incubating for 1 h at room temperature. Antibody signals were detected by chemiluminescence on a G:BOX Chemi XX9 imaging system (Syngene). For quantification, the antibody signal in each sample was normalized to the total protein loaded, as determined by the intensity of the Ponceau S stain, and expressed relative to male mice fed the CD. Densitometric analysis was conducted using ImageJ (https://imagej.nih.gov/ij/).

### Histology and lipid analysis

Liver samples were harvested from mice in the fed state at 7:00 AM and immediately fixed in 10% neutral buffered formalin for 1 week at 4 °C. Fixed samples were embedded in paraffin blocks, cut into 5 μm sections, and stained with H&E by the WVU Histopathology Core Facility. The degree of macrovesicular steatosis was semiquantitatively scored based on the percentage of hepatocytes showing macrovesicular steatosis on a 0 to 4 scale as follows: 0 = 0%; 1 = 1 to 25%; 2 = 26 to 50%; 3 = 51 to 75%; 4 = 76 to 100%. Serum triacylglycerol and total cholesterol were measured using Stanbio kits (EKF Diagnostic USA), as per the manufacturer’s instructions. Liver triacylglycerol and total cholesterol were measured as previously described (49). To measure total fecal bile acids, feces (100 mg) were homogenized in 600 μl of water and bile acids extracted with alkaline acetonitrile as described above, but omitting the addition of deuterated internal standard mix. These extracts were resuspended in a mixture of 75% ethanol:PBS (1:4, v/v, 250 μl) and analyzed using the Mouse Total Bile Acid Assay Kit (Crystal Chem Inc.), as per manufacturer’s instruction. The content of triacylglycerol and free cholesterol in feces was measured, in duplicate, by modifying the protocol described by Argmann C. A. *et al* (114). Briefly, fecal samples were weighed (200–400 mg) and transferred to glass tubes with screw caps. A mixture of chloroform:methanol (2:1, v/v, 2 ml) was added to the feces, and samples were vortexed, transferred to a shaking water bath, and continuously shaken for 30 min at 60 °C. The lipid extract was filtered through Whatman grade 1 filter paper into glass test tubes, diluted to 4 ml with chloroform:methanol (2:1, v/v), and 1 ml of water was added. Samples were vortexed and centrifuged at room temperature for 10 min at 1600*g* to allow for phase separation. The lower phase was quantitatively removed, dried under nitrogen flow, and stored at −20 °C until analyzed. Samples were then resuspended in chloroform:methanol (2:1, v/v, 2 ml) and the lipids fractionated on HPTLC silica plates developed in hexane:ether:acetic acid (80:20:1, v/v/v). Resolved lipid bands and serial dilutions of tripalmitin and cholesterol standards were visualized by spraying with a 0.002% primulin solution followed by measurement of fluorescence using a G:BOX Chemi XX9 imaging system (Syngene).

### CoA-degrading and BSH activity assays

To monitor the production of 3′,5′-ADP in liver extracts, flash-frozen tissue (∼50 mg) was homogenized in plastic 1.5 ml tubes with a plastic homogenizer in 500 μl of 0.5% Triton X-100 in 20 mM Tris–HCl, pH 8. The homogenate was incubated on ice for 5 min and centrifuged at 20,000*g* for 15 min. The supernatant was then applied onto a Bio-Rad Econo-Pac 10DG desalting column equilibrated in 0.5% Triton X-100 in 20 mM Tris–HCl, pH 8, followed by the addition of 4 ml of the same buffer, and collection of the eluate in 0.5 ml fractions. The protein-containing fractions were then pooled and used for the assay. The standard assay contained 200 μg of desalted homogenate protein, 100 mM Tris–HCl, pH 8, 0.1 mg/ml γ-globulin, 2 mM MnCl_2_, and 250 μM of free CoA, in a total volume of 200 μl. The reactions were incubated at 37 °C for 10 min and stopped by the addition of perchloric acid, as previously described (24). Following neutralization with potassium carbonate, the reaction mixtures were diluted 4-fold with water and filtered through Spin-X 0.45 μm cellulose acetate centrifugal filters before being analyzed by HPLC (24).

Measurement of the BSH activity in the feces was performed as described elsewhere (115, 116). Briefly, mice were individually housed on wire grids for 24 h, at which point the feces were collected and stored at −20 °C. Fecal samples (∼75 mg each) were homogenized with a Dounce homogenizer in 1.5 ml of PBS supplemented with 20 mM β-mercaptoethanol and spun at 500*g* for 10 min to remove particulate. The supernatant was transferred to a clean tube and 100 μl were incubated at 37 °C for 2 h in a reaction mixture containing 4.1 mM sodium acetate, 20 mM β-mercaptoethanol, 0.41 mM EDTA, 0.91 mM sodium taurocholate, and 9.1 mg/ml of feces, in a total volume of 500 μl. The reactions were stopped by the addition of an equal volume of 20% trichloroacetic acid and 100 μl mixed with 1 ml of ninhydrin reagent (1:1 mixture of 0.16% stannous chloride in 200 mM sodium citrate and 4% ninhydrin in 2-methoxyethanol). Following a 30 min incubation at 95 °C, the absorbance at 600 nm was measured. For each fecal extract, background taurine was estimated in reaction mixtures where sodium taurocholate was replaced by water and subtracted. Taurine calibration curves were obtained in the 0 to 100 nmoles range and used to calculate the nmoles of taurine released per mg of feces.

### Measurement of total liver CoA levels and the rate of fatty acid oxidation

Total hepatic CoA levels were measured as previously described (117). To measure the rate of fatty acid β-oxidation, primary hepatocytes were isolated from ad libitum–fed mice or mice fasted for 24 h, between 7:00 and 8:00 AM, as previously described (49, 56). Female mice were fasted for 14 to 16 h before hepatocyte isolation, as a longer fast consistently decreased the yield of viable hepatocytes, regardless of the genotype. Hepatocytes isolated from ad libitum–fed mice were assayed for the rate of fatty acid β-oxidation in medium supplemented with 1 g/l of glucose. No additional glucose was added to the medium used to assay hepatocytes isolated from fasted mice (49, 56).

### RT-qPCR and RNA-seq

For RT-qPCR, RNA was isolated from flash frozen tissue using the TRI Reagent, as per manufacturer’s instructions. Following the removal of genomic DNA with Turbo DNA-free kit (Thermo Fisher Scientific), mRNA levels were quantified by RT-qPCR using the Quantitect SYBR Green RT-PCR kit (Qiagen). The relative abundance of each gene was calculated from triplicate measurements using the C_T_ method, and the amount (2^-ΔCT^) reported relative to the average of ribosomal protein L22 (*Rpl22*) and β2-microglobulin (*B2m*) transcript levels. The primer sequences used for mouse *Nudt7*, *Nudt8*, *Nudt19*, *Rpl22*, and *B2m* were previously published (25, 118). Primers 5′-GCCATCAAGGACGTCAGCA-3′ and 5′-CTTCCTCCGAGTAGCGAATCAG-3′ were used as forward and reverse primers, respectively, for *Fgf15*; primers 5′-TCTGCAGGTCGTCCGACTATTC-3′ and 5′-AGGCAGTGGCTGTGAGATGC-3′ were used as forward and reverse primers, respectively, for *Shp* (*Nr0b2*); primers 5′-TGGGGATGTTGGCTGAATGT-3′ and 5′-TGCCGTGAGTTCCGTTTTCT-3′ were used as forward and reverse primers, respectively, for *Fxr* (*Nr1h4*).

For RNA-Seq experiments, RNA was isolated from mouse liver as described above and sequenced by the West Virginia University Genomics Core Facility. Total RNA was used for library construction using the KAPA mRNA HyperPrep Kit (Roche) and run on the HiSeq 2500 (Illumina) in 50 bp paired end reads. Fastq files were aligned and mapped using Salmon (v1.3.0) (119). Briefly, a decoy-aware index was prepared using the *Mus musculus* primary genome assembly (Ensembl v101). Salmon was run using quantification mode, with no other parameter alterations. Tximport (v1.16.1) (120) and tximeta (v1.6.3) (121) were implemented to import transcript-level abundance and estimated counts, apply gene level information, and collate the quantification data. Differential expression analysis was performed using DESeq2 (v1.28.1) (122), and data were filtered for low abundance transcripts using "keep <- rowSums(counts(dds) ≥ 10) ≥ x", with a minimum read count of 10 for at least half of the samples within the dataset being analyzed. The DESeq function of DESeq2 utilizes three primary steps when evaluating significance between groups, including 1) sample- and gene-dependent normalization factors, 2) gene-specific dispersion, and 3) negative binomial generalized linear model fitting. This function provides estimates of dispersion and logarithmic fold changes that incorporate data-driven prior distributions. Pathway analyses was performed using Kyoto Encyclopedia of Genes and Genomes (KEGG v1.1.1) (123) and were visualized using pathfindR (v1.6.1) (124). The bioinformatic pipeline was executed in R (v4.0.3) and the code is provided at https://github.com/qahathaway/Nudt7-Western-Diet. The sequencing files and differential expression analysis are included within the GEO database, accession number GSE207914.

### Statistical analysis

Statistical significance between two groups was calculated using an unpaired two-tailed Student’s *t* test. WT and KO mice under different nutritional or dietary conditions were compared using a two-way ANOVA, followed by a Tukey’s multiple comparisons test. For the untargeted metabolomics analysis, a three-way ANOVA with genotype, gender, and diet as the main effect terms was used. For pathway enrichment analysis, a right-tailed Fisher’s exact test (RNA-Seq data) or cumulative hypergeometric distribution test (untargeted metabolomics) were used. A *p* value < 0.05 was considered statistically significant. For RNA-Seq analyses, the false-discovery rate was set to 0.05 and all significance was determined through an adjusted *p* value (*padj*) < 0.05. Bar graphs show the mean ± the SD, with individual biological replicates shown as circles.

## Data availability

The RNA-seq files and differential expression analysis are included within the GEO database, accession number GSE207914. All other data described are contained within the article.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

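Liver mRNA of 32 mice was measured, 4 mice in each of 8 groups formed by sex, genotype and diet. The authors estimated counts per transcript with Salmon 1.3.0, and each file gives the estimated count, the TPM and the length and effective length of 117135 transcripts of mouse GRCm38. The paper's own tests were made with DESeq2 1.28.1 on these counts imported with tximport, with a filter of at least 10 reads in 0.5 of the samples and an adjusted p under 0.05. For the values given here, transcripts were assigned to genes with GENCODE vM21 (115973 were found), summed and rounded, giving 35523 genes. The median library held 13000302 counts, from 10140048 to 15825078.

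Each of 12 pairs of groups was compared with edgeR 4.0.16 (TMM, estimateDisp, robust quasi-likelihood fit and F test) in R 4.3.3, and 6 contrasts in a model of all 32 libraries. Genes were kept with at least 10 counts in at least 4 of the libraries, and adjusted p-values are those of Benjamini and Hochberg, with 0.05 as the threshold. Gene values are CPM with TMM factors, given as mean ± SD of 4 mice, and log2 fold changes have the standard error of the fit. The named genes are those that the paper's text or Fig. 3 names for liver RNA, up to 8 higher and 8 lower genes per comparison with the largest log2 fold change among those called, with mean log2 CPM above 0 and separate groups, up to 4 members per list and comparison with the smallest p, genes within 20 Mb of Nudt7 that are called in the mean genotype effect, and Nnt. A total of 31 gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with an estimated correlation, and p-values were adjusted over the lists of a comparison. The lists are those of cholesterol synthesis, SREBP2 targets, cholesterol efflux and LXR targets, fatty acid and TAG synthesis, mitochondrial, peroxisomal and ω-oxidation, other PPARα targets, CoA synthesis and degradation, bile acid synthesis, bile acid transport, carboxylesterases, other lipases, PPARγ targets, acute phase, xenobiotic metabolism, ER chaperones, the circadian clock, female- and male-predominant genes, the genes of Fig. 3, the label check and 9 cell types. The lists were written with the parts of Table S3 and Fig. 3 at hand already seen. Of the genes of the label check, 4 of 4 were lower in females in each of the 4 comparisons of females with males.

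The alternatives were RLE size factors, DESeq2 1.42.0 on the same sums and with length offsets, edgeR with length offsets, no filter, filterByExpr, a block for the replicate number (283 genes in KO males for the diet), the model of all 32 libraries, and leaving out each library in turn. Chosen after seeing the data were the fits without 4 libraries with acinar transcripts and with the length trend of each library removed (lowess of log2 CPM deviations on log2 transcript length, as an offset). Replicate numbers do not pair the mice: the mean correlation of deviations from the group mean was 0.00653 between samples of one number and −0.00185 between others. Within groups no 2 libraries were duplicates (Spearman 0.960 to 0.992); pairs between groups were not compared. The procedure was tested on simulated data with 200 changed genes: edgeR recovered 37.3%, 71.6% and 97.0% of genes changed 1.5-, 2- and 4-fold at the spread of WT males between the diets, and 6.80% of its calls were false. DESeq2, simulated without length offsets only, recovered 46.3%, 74.6% and 97.0% there, with 12.1% false calls. At the spread of KO against WT females on the CD edgeR recovered 13.4%, 55.2% and 92.4% with 4.46% false calls, and DESeq2 31.3%, 68.7% and 97.0% with 19.6%. Exact tests and permutations used SciPy 1.17.1, NumPy 2.4.6 and Python 3.11.15, and figures matplotlib 3.10.9. Protein, metabolite, bile acid and intestinal measurements of the paper were not analysed here. Results of some single genes are not reported here, although these genes counted in the lists.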

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

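Chosen only after the result was seen were the test of calls 10 to 20 Mb from Nudt7, the use of calls within 20 Mb as a test of an effect on genes wherever they lie, both tests of the pancreatic transcripts, the length offsets as a test of the length trend, the fits without 4 libraries, and the fits with the trend removed.

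A library stood apart from the 3 others of its group by Dixon's test in 23 of 275 groups of named genes (8.36%, where chance gives about 1 in 20). In CPM these were Apoa4 (686 in KO females WD replicate 4), Bco1 (8.93 in WT males CD replicate 2), Cd36 (131 in KO males WD replicate 3), Cyp2b9 (184 in WT males CD replicate 1), Cyp7a1 (589 in KO females CD replicate 3), Cyp7b1 (55.9 in WT males CD replicate 1, 234 in KO males CD replicate 3), Cyp8b1 (298 in WT males WD replicate 2), Fabp4 (31.7 in WT males WD replicate 4, 40.3 in KO females WD replicate 4), Gpd1 (256 in WT males CD replicate 4, 368 in KO males CD replicate 2, 249 in WT females CD replicate 3), Inmt (315 in WT males WD replicate 1), Mt1 (2.20 in WT males CD replicate 2, 243 in KO females CD replicate 1), Mt2 (174 in KO females CD replicate 1), Nudt7 (63.1 in KO females WD replicate 1), Nudt8 (8.79 in KO males CD replicate 2), Ppcs (23.2 in WT females CD replicate 2, 17.9 in KO females WD replicate 4), Tubb2a (191 in WT males WD replicate 1) and Ugt2b38 (24.7 in KO males CD replicate 3).

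The diet effect differed between females and males for 33 genes, of which the rule names Abcc3 (−1.66), Cfd (−8.45), Cyp2d9 (−1.37), Themis (−3.83), Aldh3a2 (−0.98), Sqle (3.92), Lipe (−0.74), Sult2a7 (3.06) and Abcb4 (−0.73), as female less male log2 fold changes. It differed between KO and WT males for 8 genes, which are Ugt2b38 (−4.37), Apoa4 (2.44), Abhd17b (−0.83), Rassf3 (−0.80), Dio1 (0.85), Ogfrl1 (−0.82), Sbk1 (1.98) and Adgrf1 (−2.85), as KO less WT. The genotype effect differed between the sexes for 1 gene on the CD, which is Pdk2 (0.97), and for 2 on the WD, which are Rassf3 (0.82) and Clec2d (1.08). With single libraries left out, the count of the diet by sex changed by over 1.5 times without WT males CD replicates 1 (21) and 4 (21), WT males WD replicate 4 (21), WT females CD replicates 1 (20) and 2 (56) and WT females WD replicates 3 (21) and 4 (64). That of the diet by genotype in males changed without WT males CD replicates 1 (4), 2 (21) and 4 (4), KO males CD replicates 3 (4) and 4 (4), WT males WD replicates 1 (4) and 3 (3) and KO males WD replicates 1 (4), 2 (33) and 4 (3). That of the genotype by sex on the CD changed without WT females CD replicate 3 (5), KO females CD replicate 2 (8) and KO females WD replicate 1 (3), was kept without KO males CD replicate 3 (1), WT males WD replicates 1 (1) and 3 (1), KO males WD replicate 1 (1) and KO females CD replicate 3 (1), and was 0 without each of the other libraries. That on the WD changed without KO males CD replicates 1 (1) and 3 (4), WT males WD replicates 3 (0) and 4 (0), KO males WD replicates 1 (1), 2 (15) and 3 (6), KO females CD replicates 2 (1) and 4 (1), WT females WD replicates 1 (1), 2 (1), 3 (0) and 4 (11) and KO females WD replicates 1 (1), 2 (0) and 3 (0). As lists, the diet effect by sex passed for cholesterol synthesis (camera adjusted p = 1.12e-21), mitochondrial oxidation (0.00727), peroxisomal oxidation (0.000554) and ω-oxidation (3.71e-08), of which ω-oxidation alone held with an estimated correlation (0.0184). Carboxylesterases passed for the diet effect by genotype in males (0.00471; 0.0476 estimated) and for the genotype effect by sex on the WD (3.48e-05; 0.00232 estimated).

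Of 256 tested genes within 20 Mb of Nudt7 5 were called in the mean genotype effect (Ciapin1, Adgrg5, Maf, Gcsh and Bco1). Elsewhere 6 of 13282 were called (Fisher's exact p = 9.79e-07). That is more than an effect of NUDT7 loss on genes wherever they lie would place near Nudt7. The test is not independent of the paper's results from these same libraries. Parts of Table S3 and Fig. 3 had been seen before, with Bco1 and Gcsh among their genes, so the p is partly fixed in advance. Effects of NUDT7 loss on the called genes elsewhere, or on single genes near Nudt7, stay open. Of the genes counted as elsewhere, Ces1b and Gm45910 lie on the same chromosome just outside this window, at 21.1 and 21.0 Mb from Nudt7. Over the whole of chromosome 8, 7 of 707 genes other than Nudt7 were called, against 4 of 12831 (Fisher's exact p = 2.82e-07). In the mean effect DESeq2 with length offsets called 5 genes within 20 Mb and 51 elsewhere (Fisher's exact p = 0.00406). For the 4 comparisons of KO with WT mice the whole chromosome was counted with edgeR too. It held 3 of 685 genes called in any of them, against 3 of 12469 elsewhere (Fisher's exact p = 0.00250). In females there were 2 of 665 on the CD (0.00786) and 2 of 672 on the WD (0.00274). On each diet these 2 are Ces1b and Gm45910, which lie close together, since Ces1b ends at 93080017 and Gm45910 starts at 93141331. Fisher's test counts them as independent, so these p-values hold only if the 2 genes do not move as 1. The same limit applies to the 7 of 707 and 3 of 685 genes above. In males there were 1 of 657 on the WD (0.104) and none on the CD. By edgeR 1 of 250 genes within 20 Mb were called in any of the 4 comparisons of KO with WT mice, against 5 of 12904 elsewhere (Fisher's exact p = 0.109), with the 1 gene in males on the WD (0.0384) and none in males on the CD or in females on either diet (p = 1 each). In any of the 4, DESeq2 with length offsets called 8 of 250 near and 125 elsewhere (Fisher's exact p = 0.00388); near Nudt7 these were 3 of 236 in males on the CD (0.00391) and 6 of 239 in males on the WD (0.000312), but 0 of 241 and 1 of 233 in females on the CD and WD (p = 1 each). In the mean effect genes 10 to 20 Mb away were called more often too (2 of 59, Fisher's exact p = 0.000529). These are Ciapin1 and Adgrg5, which lie close together at 19.3 and 19.2 Mb. The test was chosen with both calls known, so it does not decide whether the deletion acts on its nearest genes alone. The mice were made in FVB zygotes and backcrossed for 6 generations, and a segment of FVB beside the allele is a candidate explanation. Among uncalled genes an unadjusted p under 0.05 was reached by 10.4% near Nudt7 and 8.99% elsewhere (Fisher's exact p = 0.436), which does not decide, and without genotypes of the strain the segment, and whether it reaches Ces1b, stays open, beside an effect of the deletion over a long distance, which was not tested.

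Transcripts of pancreatic acinar cells stood out in 4 female libraries, with Prss2 counts of 4731 in WT females CD replicate 2, 1250 in WT females CD replicate 4, 3043 in KO females CD replicate 3 and 399 in WT females WD replicate 4, against at most 78 elsewhere, a signal in genes the paper does not discuss. The 9 listed genes other than Cela1, which the other livers also expressed, ran together in these libraries (lowest correlation of log2 counts 0.877). Their ratios differed between the libraries. Cel had 4467 counts in WT females CD replicate 2 and 4477 in KO females CD replicate 3, and Amy2a5 had 3805 and 1436. The whole list made up 0.0435% to 0.560% of the counts of these libraries. Pancreatic tissue taken with the liver is a candidate explanation. No group had more than 2 such libraries of 4 by a cut of 100 Prss2 counts, a test chosen after the counts were seen. The other WT females on the CD had 41 and 37, against 0 to 7 in WT males on the CD. KO females CD replicates 1 and 4 had 2 and 0. The tally therefore does not decide on a response to diet, sex or genotype shared by all mice of a group. A response in some mice only was not tested. Called sets moved with the 4 libraries that stood out. Between females and males, without them 239, 721 and 1789 genes were called in WT on the CD, KO on the CD and WT on the WD. The acinar list gave camera adjusted p = 1.10e-07 for females against males in WT mice on the CD (0.374 estimated; 0 genes called by edgeR, 8 of 9 over the list alone and 8 by DESeq2 with length offsets).

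Fold changes of WD over CD in WT males rose with transcript length, and length offsets left a Spearman correlation of 0.259, which argues against gene sums without offsets as the whole cause. With the length trend of each library removed 60.1% of the calls were left, above the bound of 0.5 set beforehand, but that bound was wrong since it tests the calls and not the trend, which was gone (Spearman −0.00879). The slopes on length were 0.0294 ± 0.0395 (SD, n = 4) on the WD and −0.0630 ± 0.0509 on the CD in WT males (exact permutation p = 0.0286), and overlapped in KO males (exact permutation p = 0.200), so that the diets were separated in 1 of 2 genotypes. A bias between libraries, such as in RNA quality, and a diet response of long transcripts cannot be told apart, since no measure of RNA quality per library was used here.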

How the results depend on the processing

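Chosen only after the data were seen were the fits without 4 libraries with acinar transcripts and those with the length trend removed; the other alternatives were planned. Of 601 planned values of counts, lists and components 392 kept their direction and side of the threshold (counts within 1.5 times). Of the others 18 fell short of the threshold and 191 moved. None was labelled reversed, but counts were compared by size alone, so that label says nothing of their directions. In KO females the diet gave 10 higher and 6 lower genes, and 17 and 72 in the model of all 32 libraries. Of 18069 planned values of named genes 16936 kept both, 730 fell short, 251 passed newly, 152 moved and 0 reversed. The cause was not tested, apart from what an alternative itself changes: no filter tests more genes, and leaving out libraries leaves fewer.

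DESeq2 on the gene sums called 595 for females against males in WT mice on the CD, 1305 for females against males in KO mice on the CD, 805 for WD against CD in KO males, 99 for WD against CD in WT females, 233 for WD against CD in KO females, 32 for KO against WT in males on the CD, 54 for KO against WT in males on the WD, 26 for KO against WT in females on the CD, 62 for KO against WT in females on the WD, 204 for the diet effect by sex, 72 for the diet effect by genotype in males, 5 for the diet effect by genotype in females, 45 for the genotype effect by sex on the CD, 22 for the genotype effect by sex on the WD and 50 for the mean genotype effect. With length offsets DESeq2 called 584 for females against males in WT mice on the CD, 1031 for WD against CD in WT males, 808 for WD against CD in KO males, 84 for WD against CD in WT females, 195 for WD against CD in KO females, 18 for KO against WT in males on the CD, 49 for KO against WT in males on the WD, 19 for KO against WT in females on the CD, 58 for KO against WT in females on the WD, 185 for the diet effect by sex, 21 for the diet effect by genotype in males, 3 for the diet effect by genotype in females, 47 for the genotype effect by sex on the CD, 25 for the genotype effect by sex on the WD and 57 for the mean genotype effect. The model of all 32 samples called 615 for females against males in WT mice on the CD, 1627 for females against males in KO mice on the CD, 747 for WD against CD in KO males, 35 for WD against CD in WT females, 89 for WD against CD in KO females, 2 for KO against WT in males on the CD, 39 for KO against WT in males on the WD, 12 for KO against WT in females on the CD and 0 for KO against WT in females on the WD. Length offsets in edgeR gave 803 for females against males in WT mice on the WD, 481 for WD against CD in WT males, 2 for WD against CD in WT females, 0 for KO against WT in males on the CD, 0 for KO against WT in males on the WD, 5 for the diet effect by genotype in males, 0 for the genotype effect by sex on the CD and 1 for the genotype effect by sex on the WD. A replicate block gave 801 for females against males in KO mice on the WD, 672 for WD against CD in WT males, 5 for WD against CD in WT females, 1 for KO against WT in males on the WD, 4 for KO against WT in females on the WD and 3 for the genotype effect by sex on the CD. Without a filter on low counts the counts were 23 for WD against CD in WT females, 44 for WD against CD in KO females, 14 for KO against WT in males on the CD, 5 for KO against WT in males on the WD, 7 for KO against WT in females on the WD, 2 for the diet effect by genotype in males and 0 for the genotype effect by sex on the CD. Without the 4 libraries with acinar transcripts the counts were 48 for WD against CD in WT females, 52 for WD against CD in KO females, 2 for KO against WT in females on the CD, 18 for KO against WT in females on the WD, 108 for the diet effect by sex, 0 for the genotype effect by sex on the CD and 14 for the genotype effect by sex on the WD, and camera gave adjusted p = 0.244 for mitochondrial fatty acid oxidation in KO females. With the length trend removed they were 2 for KO against WT in males on the CD, 14 for the diet effect by genotype in males, 3 for the genotype effect by sex on the CD and 4 for the genotype effect by sex on the WD. RLE size factors gave 0 for KO against WT in males on the WD, 0 for the genotype effect by sex on the CD and 4 for the genotype effect by sex on the WD. With an estimated correlation camera gave adjusted p = 0.0582 for cholesterol synthesis in WT males, 0.590 for cholesterol synthesis in WT females, 0.224 for cholesterol synthesis in KO females, 0.376 for mitochondrial fatty acid oxidation in WT males, 0.280 for mitochondrial fatty acid oxidation in KO males, 0.633 for mitochondrial fatty acid oxidation in WT females, 0.752 for mitochondrial fatty acid oxidation in KO females, 0.278 for peroxisomal fatty acid oxidation in WT males, 0.0910 for peroxisomal fatty acid oxidation in KO males, 0.590 for peroxisomal fatty acid oxidation in WT females and 0.430 for peroxisomal fatty acid oxidation in KO females. Scaling genes to unit variance gave 17.4% of the variance for the first component.

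With each library left out in turn the values ran from 145 to 427 for females against males in WT mice on the CD, 511 to 721 for females against males in KO mice on the CD, 600 to 1789 for females against males in WT mice on the WD, 544 to 1245 for females against males in KO mice on the WD, 803 to 1612 for WD against CD in WT males, 111 to 356 for WD against CD in KO males, 0 to 37 for WD against CD in WT females, 1 to 52 for WD against CD in KO females, 0 to 3 for KO against WT in males on the CD, 0 to 2 for KO against WT in males on the WD, 1 to 5 for KO against WT in females on the CD, 1 to 18 for KO against WT in females on the WD, 20 to 64 for the diet effect by sex, 3 to 33 for the diet effect by genotype in males, 0 to 8 for the genotype effect by sex on the CD, 0 to 15 for the genotype effect by sex on the WD, 0.000556 to 0.412 for mitochondrial fatty acid oxidation in WT females and 2.77e-06 to 0.244 for mitochondrial fatty acid oxidation in KO females. The counts stayed within 1.5 times for the diet effect by genotype in females (0 in each fit) and the mean genotype effect (8 to 18). The other lists kept their side of the threshold, while their adjusted p ran from 8.39e-64 to 4.94e-43 for cholesterol synthesis in WT males, 2.18e-104 to 1.02e-51 for cholesterol synthesis in KO males, 2.68e-14 to 0.0247 for cholesterol synthesis in WT females, 7.96e-56 to 2.32e-19 for cholesterol synthesis in KO females, 1.95e-05 to 0.00632 for mitochondrial fatty acid oxidation in WT males, 4.91e-08 to 0.000224 for mitochondrial fatty acid oxidation in KO males, 2.35e-09 to 5.96e-05 for peroxisomal fatty acid oxidation in WT males, 2.93e-14 to 3.60e-09 for peroxisomal fatty acid oxidation in KO males, 3.48e-08 to 0.0243 for peroxisomal fatty acid oxidation in WT females and 1.90e-11 to 0.000766 for peroxisomal fatty acid oxidation in KO females. Depth was at least 10140048 counts per library, and genes with fewer than 4 libraries of 10 counts, such as Il6, were not tested.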

Differences from the paper's values

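The counts use the paper's threshold of 0.05, and the pairwise fits its filter within the 8 libraries compared. The alternatives set before the data were examined were RLE size factors, DESeq2, DESeq2 with length offsets, edgeR with length offsets, no filter, filterByExpr, a replicate block (672 genes in WT males) and the model of all 32 samples. A count was taken to differ when one value was more than 1.5 times the other, and a log2 fold change when the signs differed or the 2 values lay further apart than the larger of the standard errors here and in Table S3. For WT males on the WD against the CD, the count was 1678 against the paper's 900 in its text; DESeq2 with length offsets and replicate block did not differ and the other alternatives did, and 6 of 8 fits without 1 library did not differ. For KO males on the WD against the CD, the count was 323 against the paper's 900 in its text; DESeq2, DESeq2 with length offsets and all 32 samples in one model did not differ and the other alternatives did, and all 8 fits without 1 library differed. For females against males in WT CD, the count was 280 against the paper's about 760 in Fig. 3F, read by eye; DESeq2, DESeq2 with length offsets and all 32 samples in one model did not differ and the other alternatives did, and all 8 fits without 1 library differed. For females against males in KO CD, the count was 837 against the paper's about 1600 in Fig. 3F, read by eye; DESeq2, DESeq2 with length offsets and all 32 samples in one model did not differ and the other alternatives did, and all 8 fits without 1 library differed. For WD against CD in WT females, the count was 10 against the paper's about 110 in Fig. 3F, read by eye; DESeq2 and DESeq2 with length offsets did not differ and the other alternatives did, and all 8 fits without 1 library differed. For WD against CD in KO females, the count was 16 against the paper's about 170 in Fig. 3F, read by eye; DESeq2 and DESeq2 with length offsets did not differ and the other alternatives did, and all 8 fits without 1 library differed. For KO against WT in males CD, the count was 1 against the paper's about 11 in Fig. 3F, read by eye; no filter did not differ and the other alternatives did, and all 8 fits without 1 library differed. For KO against WT in males WD, the count was 2 against the paper's about 48 in Fig. 3F, read by eye; DESeq2, DESeq2 with length offsets and all 32 samples in one model did not differ and the other alternatives did, and all 8 fits without 1 library differed. For KO against WT in females CD, the count was 4 against the paper's about 63 in Fig. 3F, read by eye; all alternatives differed, and all 8 fits without 1 library differed. For KO against WT in females WD, the count was 2 against the paper's about 10 in Fig. 3F, read by eye; no filter did not differ and the other alternatives did, and 1 of 8 fits without 1 library did not differ. In the comparison of KO against WT in males CD, the log2 fold change of Nudt7 was −1.77 against the paper's −3.40453 in Table S3; DESeq2 with length offsets and edgeR with length offsets did not differ and the other alternatives did, and all 8 fits without 1 library differed. In the comparison of KO against WT in females CD, the log2 fold change of Nudt7 was −2.45 against the paper's −3.97012 in Table S3; DESeq2 with length offsets and edgeR with length offsets did not differ and the other alternatives did, and all 8 fits without 1 library differed. In the comparison of KO against WT in females CD, the log2 fold change of Pik3r1 was −0.49 against the paper's −0.672407 in Table S3; DESeq2, DESeq2 with length offsets, RLE size factors, edgeR with length offsets and replicate block did not differ and the other alternatives did, and 5 of 8 fits without 1 library did not differ. Table S3 was held only in part, for KO against WT mice on the CD. For males on the CD it lists 12 genes with adjusted p under 0.05, where the figure was read as fewer; against that count DESeq2 with length offsets (18, no more than 1.5 times it) and no filter (14) did not differ, and the other alternatives did.

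The paper states that Nudt7 deletion lowers Mgll in females on the CD; edgeR did not call it (−0.84, standard error 0.21, adjusted p = 0.697), nor did DESeq2 with length offsets (adjusted p = 0.0983), while DESeq2 on the gene sums (0.0479) and the model of all 32 samples (0.0455) did, and the sign was the paper's. It states that Abcg5 or Abcg8 rose in all mice on the WD; in WT females neither was called (adjusted p = 0.507 and 0.450; DESeq2 with length offsets 0.107 and 0.0565), and both had positive fold changes (0.92 and 0.90). It states that Cyp4a genes rose in WT males; Cyp4a12b and Cyp4a32 were called there, and Cyp4a10 and Cyp4a14 were not (adjusted p = 0.213 and 0.506), and under none of these alternatives. For Cyp4a14 in KO males, which the paper names as raised, edgeR gave adjusted p = 0.107, and DESeq2 with length offsets (0.000681), DESeq2 on the gene sums (0.00124), the replicate block (0.0112) and the model of all 32 samples (0.0329) called it. Of the genes in Fig. 3B–E edgeR called Ces1b in females on both diets. By DESeq2 with length offsets Bco1 (0.000433), Cyp2b9 (0.0374) and Gcsh (0.0374) were also called in males on the CD, Apoa4 (0.0280), Bco1 (0.0164), Il1rn (0.00945), Mt2 (0.0454) and Ugt2b38 (0.00973) in males on the WD, Gpd1 (0.0332) and Tubb2a (0.0332) in females on the CD, and Inmt (0.0118) and Tubb2a (0.0351) in females on the WD. DESeq2 on the gene sums called the same genes in these comparisons, and Gcsh also in males on the WD (0.0416) and in females on the CD (0.0151). The model of all 32 samples called Bco1 in males on the CD (0.000491) and on the WD (0.00805), Gcsh (0.0205), Apoa4 (0.0107) and Il1rn (0.0329) in males on the WD and Ppcs in females on the CD (0.0386), and without a filter Bco1 was called in males on the CD (0.00166). With the length trend removed Bco1 was called in males on the CD (0.0375), and without the 4 libraries with acinar transcripts Inmt in females on the WD (0.0473), 2 alternatives chosen after seeing the values. E2f2, H2-T23, Pgs1, Pik3r1, Tuba4a, Uxs1, Mt1 and Apc2 were called under none of these alternatives between KO and WT mice. Nudt7, which Table S3 lists as called, was called by edgeR in females on the CD and not in males on the CD (0.495), where DESeq2 with length offsets called it (1.23e-06).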

Other observations

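The tests on other splits of the diet effect by genotype, of the genotype effect by sex and of the mean genotype effect were chosen only after the result was seen. Other splits of the same samples into groups of the same sizes, 35 for 2 groups and 100 drawn for a contrast, excluded chance, with 1 split as large, the real one, for 280 against at most 2 for females against males in WT mice on the CD, 837 against at most 1 for females against males in KO mice on the CD, 1207 against at most 2 for females against males in WT mice on the WD, 1228 against at most 1 for females against males in KO mice on the WD, 1678 against at most 3 for WD against CD in WT males, 323 against at most 2 for WD against CD in KO males, 10 against at most 2 for WD against CD in WT females, 16 against at most 4 for WD against CD in KO females, 4 against at most 1 for KO against WT in females on the CD, 33 against at most 3 for the diet effect by sex and 12 against at most 3 for the mean genotype effect, and with 3 of 100 as large for the genotype effect by sex on the WD (2 real, highest other 6). The splits did not exclude chance for KO against WT in males on the CD (1 real, 8 of 35 as large, highest other 163), KO against WT in males on the WD (2 real, 2 of 35 as large, highest other 2), KO against WT in females on the WD (2 real, 4 of 35 as large, highest other 11), the diet effect by genotype in males (8 real, 5 of 100 as large, highest other 523) and the genotype effect by sex on the CD (1 real, 8 of 100 as large, highest other 630). The test says nothing of the diet effect by genotype in females, where edgeR called 0 genes, so that each of the 100 splits was as large (highest other 26; 581 genes had an unadjusted p under 0.05 and DESeq2 with length offsets called 3). Splits that called many times the real number, for KO against WT in males on the CD, the diet effect by genotype in males and the genotype effect by sex on the CD, point to a structure of the samples, and what it follows was not tested.

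Of the genes of fatty acid and triacylglycerol synthesis, edgeR called 11 lower of 18 in WD against CD in WT males (1 and 14 over the list alone; camera 2.15e-16, 0.167 estimated), 2 lower of 18 in WD against CD in KO males (1 and 11 over the list alone; camera 5.89e-12, 0.0825 estimated), 2 lower of 18 in females against males in KO mice on the CD (0 and 2 over the list alone; camera 0.215, 0.921 estimated), 1 higher of 18 in females against males in WT mice on the WD (0 and 0 over the list alone; camera 0.0488, 0.802 estimated) and 1 higher and 1 lower of 18 in females against males in KO mice on the WD (5 and 1 over the list alone; camera 0.00333, 0.623 estimated). Of the other PPARα targets, edgeR called 2 higher and 1 lower of 11 in WD against CD in WT males (5 and 1 over the list alone; camera 0.0654, 0.561 estimated), 3 higher of 11 in WD against CD in KO males (6 and 0 over the list alone; camera 6.55e-12, 0.0221 estimated), 2 higher and 1 lower of 11 in females against males in KO mice on the CD (3 and 1 over the list alone; camera 0.0631, 0.763 estimated), 1 higher of 12 in females against males in WT mice on the WD (1 and 0 over the list alone; camera 0.420, 0.832 estimated) and 2 lower of 12 in females against males in KO mice on the WD (0 and 2 over the list alone; camera 0.0678, 0.619 estimated). Of the ER chaperones and genes of the unfolded protein response, edgeR called 1 lower of 19 in WD against CD in KO males (0 and 1 over the list alone; camera 0.0172, 0.587 estimated), 1 lower of 19 in females against males in KO mice on the CD (0 and 1 over the list alone; camera 1.91e-05, 0.744 estimated), 9 lower of 19 in females against males in WT mice on the WD (0 and 15 over the list alone; camera 5.23e-07, 0.142 estimated) and 6 lower of 19 in females against males in KO mice on the WD (0 and 11 over the list alone; camera 1.35e-05, 0.547 estimated). Of the genes of the circadian clock, edgeR called 3 higher and 1 lower of 16 in WD against CD in WT males (6 and 3 over the list alone; camera 0.267, 0.456 estimated), 1 lower of 16 in WD against CD in KO females (4 and 5 over the list alone; camera 0.852, 0.915 estimated), 2 higher and 1 lower of 16 in females against males in KO mice on the CD (2 and 1 over the list alone; camera 0.889, 0.921 estimated) and 1 lower of 16 in females against males in WT mice on the WD (0 and 0 over the list alone; camera 0.320, 0.526 estimated). Of the acute phase and metallothionein genes, edgeR called 3 higher and 1 lower of 22 in WD against CD in WT males (4 and 1 over the list alone; camera 0.903, 0.970 estimated), 2 higher of 22 in WD against CD in KO males (8 and 3 over the list alone; camera 0.00333, 0.438 estimated), 1 higher of 22 in WD against CD in KO females (3 and 0 over the list alone; camera 0.00254, 0.557 estimated), 2 higher of 22 in females against males in WT mice on the CD (3 and 0 over the list alone; camera 0.0667, 0.778 estimated), 2 higher of 22 in females against males in KO mice on the CD (3 and 1 over the list alone; camera 0.318, 0.921 estimated), 5 higher of 22 in females against males in WT mice on the WD (5 and 0 over the list alone; camera 0.000384, 0.526 estimated) and 3 higher and 1 lower of 22 in females against males in KO mice on the WD (7 and 3 over the list alone; camera 0.382, 0.825 estimated). Of the CAR and PXR targets, edgeR called 5 higher and 1 lower of 14 in WD against CD in WT males (7 and 1 over the list alone; camera 0.00151, 0.219 estimated), 2 higher of 14 in WD against CD in KO males (6 and 0 over the list alone; camera 1.91e-05, 0.0944 estimated), 1 higher of 15 in WD against CD in KO females (6 and 1 over the list alone; camera 2.74e-05, 0.117 estimated), 4 higher of 15 in females against males in WT mice on the CD (7 and 0 over the list alone; camera 5.04e-20, 0.0139 estimated), 7 higher of 15 in females against males in KO mice on the CD (8 and 2 over the list alone; camera 1.29e-18, 0.0301 estimated), 3 higher of 16 in females against males in WT mice on the WD (3 and 1 over the list alone; camera 3.26e-06, 0.122 estimated) and 3 higher and 1 lower of 16 in females against males in KO mice on the WD (5 and 1 over the list alone; camera 4.90e-09, 0.0218 estimated). Of the Kupffer cell and macrophage genes, edgeR called 2 higher of 12 in females against males in WT mice on the WD (8 and 0 over the list alone; camera 0.00130, 0.557 estimated) and 1 higher of 12 in females against males in KO mice on the WD (2 and 0 over the list alone; camera 0.0258, 0.694 estimated). Of the stellate cell and fibroblast genes, edgeR called 1 higher of 10 in WD against CD in KO males (1 and 0 over the list alone; camera 0.0591, 0.587 estimated) and 1 higher of 10 in females against males in WT mice on the WD (7 and 0 over the list alone; camera 0.0173, 0.526 estimated). Of the lymphocyte genes, edgeR called 1 higher of 2 in WD against CD in WT males (1 and 0 over the list alone; camera 0.312, 0.489 estimated) and 1 lower of 5 in females against males in KO mice on the WD (1 and 1 over the list alone; camera 0.766, 0.825 estimated). Of the adipocyte genes, edgeR called 2 higher of 2 in WD against CD in WT males (2 and 0 over the list alone; camera 0.000306, 0.0900 estimated), 1 higher of 2 in WD against CD in KO males (1 and 0 over the list alone; camera 3.57e-05, 0.0324 estimated) and 2 lower of 2 in females against males in WT mice on the WD (0 and 2 over the list alone; camera 0.000373, 0.122 estimated). Of the red blood cell genes, edgeR called 1 lower of 5 in females against males in WT mice on the CD (0 and 1 over the list alone; camera 0.0667, 0.778 estimated), 1 lower of 5 in females against males in KO mice on the CD (0 and 1 over the list alone; camera 0.000179, 0.394 estimated), 1 lower of 5 in females against males in WT mice on the WD (0 and 1 over the list alone; camera 0.739, 0.875 estimated) and 1 lower of 5 in females against males in KO mice on the WD (0 and 1 over the list alone; camera 0.0208, 0.547 estimated). The mice of the study were harvested fed in the morning or after a fast, and which of these the sequenced livers were is not given in the sources used here, which bears on the clock genes and on genes with a daily course such as Cyp7a1. In the 12 pairs of groups edgeR called no gene in the lists of 3 cell types, of which the smallest camera adjusted p were those of endothelial genes (0.00364, for KO against WT in males on the WD; 0.461 estimated), cholangiocyte genes (0.341, for WD against CD in KO females; 0.752 estimated) and neutrophil genes (0.438, for WD against CD in KO females; 0.752 estimated). Of these lists DESeq2 with length offsets called 1 cholangiocyte gene as higher in females than in males in WT mice on the WD, and adjusted over the list alone 2 endothelial genes were higher in KO than in WT males on the WD. Genes of cholesterol synthesis were not called between KO and WT males, while camera gave adjusted p = 6.51e-07 on the CD and 7.67e-09 on the WD with medians of −0.39 and −0.59, both lost with an estimated correlation (0.525 and 0.541).

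Of the 2 annotated genes named Nnt, ENSMUSG00000116207 had reads in 7 of 32 libraries (119 to 416 counts) and ENSMUSG00000025453 had 156 to 904 in all.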
